# A Stage-Specific OTX2 Regulatory Network and Maturation-Associated Gene Programs Are Inherent Barriers to RPE Neural Competency

**DOI:** 10.3389/fcell.2022.875155

**Published:** 2022-04-19

**Authors:** Jared A. Tangeman, J. Raúl Pérez-Estrada, Emily Van Zeeland, Lin Liu, Alexandra Danciutiu, Erika Grajales-Esquivel, Byran Smucker, Chun Liang, Katia Del Rio-Tsonis

**Keywords:** RPE, retina, ATAC-seq, reprogramming, regeneration, Otx2

## Abstract

The retinal pigment epithelium (RPE) exhibits a diverse range of plasticity across vertebrates and is a potential source of cells for the regeneration of retinal neurons. Embryonic amniotes possess a transitory ability to regenerate neural retina through the reprogramming of RPE cells in an FGF-dependent manner. Chicken RPE can regenerate neural retina at embryonic day 4 (E4), but RPE neural competence is lost by embryonic day 5 (E5). To identify mechanisms that underlie loss of regenerative competence, we performed RNA and ATAC sequencing using E4 and E5 chicken RPE, as well as at both stages following retinectomy and FGF2 treatment. We find that genes associated with neural retina fate remain FGF2-inducible in the non-regenerative E5 RPE. Coinciding with fate restriction, RPE cells stably exit the cell cycle and dampen the expression of cell cycle progression genes normally expressed during regeneration, including *E2F1*. E5 RPE exhibits progressive activation of gene pathways associated with mature function independently of retinectomy or FGF2 treatment, including retinal metabolism, pigmentation synthesis, and ion transport. Moreover, the E5 RPE fails to efficiently repress *OTX2* expression in response to FGF2. Predicted OTX2 binding motifs undergo robust accessibility increases in E5 RPE, many of which coincide with putative regulatory elements for genes known to facilitate RPE differentiation and maturation. Together, these results uncover widespread alterations in gene regulation that culminate in the loss of RPE neural competence and implicate OTX2 as a key determinant in solidifying the RPE fate. These results yield valuable insight to the basis of RPE lineage restriction during early development and will be of importance in understanding the varying capacities for RPE-derived retinal regeneration observed among vertebrates.

## Introduction

A longstanding goal for vision restoration therapies is to develop methods that can employ endogenous cell sources to replace retinal neurons. Various cell types have been explored as potentially viable candidates for generating retinal neurons, and in particular, a great amount of attention has been given to the cells of the retinal pigment epithelium (RPE) and Müller glia (Chiba, 2014; Lahne et al., 2020). RPE cells represent a promising avenue for exploration, as this cell population exhibits a diverse range of plasticity across vertebrate contexts. For example, RPE cells can regenerate retinal neurons in embryonic amniotes and certain urodele amphibians (Tsonis and Del Rio-Tsonis, 2004). In contrast, following retinal injury, mammalian RPE is limited to non-regenerative wound closure, which can be observed in fibrotic pathologies such as proliferative vitreoretinopathy (Chiba, 2014). Importantly, both the RPE and neural retina are indispensable for vision, and throughout an organism’s lifetime, these two layers will maintain an intimate functional relationship. The RPE is a monolayer of polygonal, pigmented cells adjacent to the outer layer of the neural retina. RPE cells directly contact photoreceptor outer segments and phagocytize shed photoreceptor discs (Yang et al., 2021). Importantly, RPE cells constitute a major component of the blood-retinal barrier and are necessary for photoreceptor maintenance, retinal cycling, and proper light absorption (Yang et al., 2021). In order to assess the viability of RPE cells as a source of retinal neurons, it is imperative to better understand the gene regulatory mechanisms that establish and maintain RPE cell identity, and how these mechanisms may impede neural competence in non-regenerative contexts.

Both the RPE and neural retina are embryonically derived from the optic vesicle, a rudimentary structure of the developing eye. The optic vesicle is a bilayer structure comprised of multipotent progenitor cells, and these cells differentiate under the direction of secreted patterning factors, such as FGF, TGF-β, and WNT family proteins (Bharti et al., 2006; Fuhrmann, 2010; Fuhrmann et al., 2014). These factors act as environmental cues that establish positional identity throughout the optic vesicle, and ultimately the outer cell layer adopts an RPE fate, while the inner optic vesicle will form a neuroepithelium that gives rise to a laminar neural retina. During retinal differentiation, FGF signals are secreted from the anterior surface ectoderm and bias progenitor cells toward the neural retina lineage (Guillemot and Cepko, 1992; Pittack et al., 1997). FGF signaling restricts the transcription factor MITF to the RPE layer, while the inner neuroepithelium becomes demarcated by the transcription factor VSX2 (Liu et al., 1994; Nguyen and Arnheiter, 2000). Although MITF and VSX2 are two of the earliest indicators of optic vesicle regionalization, they are part of an intricate gene regulatory network that is not fully defined. A recent study leveraged gene expression and chromatin accessibility profiling to resolve intrinsic transcription factor networks that delineate early RPE and neural retina cell differentiation (Buono et al., 2021). This study uncovered a conserved, sequential transcription factor program that specifies the RPE and activates functional attributes, exemplified by the TEAD-mediated activation of RPE desmosome function.

Following the onset of differentiation, RPE retains multipotent qualities for a short period of time. During this time, the ectopic placement of FGFs within the presumptive RPE layer can induce RPE cells to reprogram and adopt a neural retina identity (Zhao et al., 2001). FGF-induced RPE reprogramming has been demonstrated across numerous amniotic models, including the embryonic mouse, rat, and chicken (Park and Hollenberg, 1989; Zhao et al., 1995, 2001; Spence et al., 2004). However, RPE fate restriction occurs rapidly during differentiation, after which RPE cells become refractory to FGF and ostensibly lose their neural competence. Chicken RPE can be reprogrammed to neural retina at embryonic day 4 (E4), but neural competence is abrogated by embryonic day 5 (E5) (Pittack et al., 1997; Sakami et al., 2008). The mechanisms that lead to the loss of RPE neural competency are not fully resolved, but TGF-β signals secreted from the underlying periocular mesenchyme are known to promote the RPE fate (Fuhrmann et al., 2000). Treatment of chicken RPE explants with TGF-β signaling inhibitors is sufficient to prolong the window during which RPE can undergo FGF-inducible neural reprogramming (Sakami et al., 2008), but it is unclear how TGF-β signals intersect with FGF cues to establish cell fate.

Recent studies have characterized the molecular events that allow E4 RPE cells to shift their fate in response to FGF2. RPE reprogramming in the embryonic chicken proceeds through the sequential steps of RPE dedifferentiation, the proliferation of a transitory population of transit-amplifying cells, and finally differentiation of progenitors toward neural lineages (Luz-Madrigal et al., 2014). This process can be readily induced *via* surgical removal of the retina (retinectomy) followed by the delivery of an FGF2-containing bead to the eye cup. Reprogrammed RPE forms a neuroepithelium of retinal progenitor cells within 3 days post-retinectomy (PR), and within 7 days, these progenitors will differentiate to produce all major retinal cell types (Spence et al., 2004). Importantly, the incipient transcriptional features of reprogramming are detectable in the RPE as early as 6 h post-retinectomy (6hPR), although the cells remain non-proliferative during this acute window (Luz-Madrigal et al., 2014; Tangeman et al., 2021). During this time, RPE cells increase expression of genes associated with the neural retina fate, such as *VSX2* and *ASCL1*, as well as genes encoding eye field transcription factors, such as *SIX6*, *RAX*, and *LHX2*. Simultaneously, the reprogramming RPE cells begin to shed their RPE identity, characterized by loss of *MITF* and *TYR* expression. These early transcriptional events are coordinated with extensive epigenomic rearrangements, including global reductions in DNA methylation and repressive histone marks (Luz-Madrigal et al., 2020). Although RPE reprogramming is an FGF-dependent process, some of the transcriptional and epigenetic signatures of RPE reprogramming are inducible by retinectomy alone (Luz-Madrigal et al., 2014; Tangeman et al., 2021). Despite these defined mechanisms, it is unclear how changes in gene regulation lead to a loss of neural competency at later stages of RPE differentiation.

In order to identify specific mechanisms that underlie the loss of RPE neural competence, we directly compare retinectomy and FGF2 treatment responses in the chicken RPE at plastic (E4) and fate restricted (E5) stages of development. Using gene expression and chromatin accessibility profiling, we uncover neural gene signatures that remain FGF2-inducible past the window of lineage restriction, such as *VSX2* and *ASCL1* expression. Moreover, we determine that RPE neural competency strictly correlates with the basal proliferative status of RPE during development. Coinciding with fate restriction, the RPE undergoes widespread activation of gene programs associated with mature RPE function, such as pigmentation, retinal metabolism, and ion transport, and these gene sets remain stably expressed independently of retinectomy or FGF2 treatment. Many of these gene signatures are associated with stage-specific changes in chromatin accessibility, and we identify the global dysregulation of accessibility at a diverse set of transcription factor binding sites. Finally, we observe that the E5 RPE fails to efficiently silence the RPE specifying factor *OTX2* in response to FGF2, and that the accessibility of putative OTX2 binding motifs are greatly enhanced at this stage. Collectively, these results uncover extensive shifts in gene regulation that correlate with the loss of RPE neural competence and implicate OTX2 as a primary determinant in solidifying the RPE fate.

## Materials and Methods

### Chick Embryos and Retinectomy

Fertile SPAFAS pathogen-free chicken (*Gallus gallus*) eggs from Charles River Laboratories (Charles River Laboratories, cat. 10100329) were used for ATAC-seq and RNA-seq experiments. For all other experiments, fertile White Leghorn chicken eggs obtained from Michigan State University were used. Eggs were incubated in a humidified, rotating incubator at 38°C before performing experiments at Hamburger Hamilton stage 24 (E4) or 26 (E5). Retinectomy was performed as previously described (Spence et al., 2004). For FGF2 delivery, acrylic beads with immobilized surface heparin (Millipore Sigma, cat. H5263) were soaked overnight at 4°C in bovine basic FGF2 (R&D Biosystems, cat. 133-FB-025) at a ratio of 20 beads per 1 µg of FGF2 in 4 µl of sterile PBS. Two to three beads per eye cup were delivered at the time of surgery.

### RNA-Seq Library Preparation and Sequencing

Embryos were collected into a petri dish containing cold, sterile HBSS without Mg^2+^ or Ca^2+^ and a single eye from each embryo was enucleated and washed. The anterior chambers of eyes were discarded, and the neural retina was peeled away before gently debriding mesenchyme from the basal surface of the RPE. Three isolated sheets of RPE were collected per biological sample and collected directly into 1X DNA/RNA Shield (Zymo, cat. R1200) on ice. RNA was isolated using the Quick-RNA Miniprep Kit (Zymo, cat. R1054) per manufacturer’s instructions, including 15 minutes of in-column DNase I treatment. RNA integrity was assayed with the Bioanalyzer RNA 6000 Pico Kit (Agilent, cat. 5067-1513) and samples with RIN value >9 were used for sequencing. RNA libraries were constructed at the DNA Link, Inc. sequencing core (Los Angeles, CA, United States) using the TruSeq Stranded mRNA Library Prep kit (Illumina, cat. 20020594) with 580 ng–1 µg of total RNA per sample. Libraries were sequenced on the Illumina NovaSeq 6000 with 100 base pair paired end reads to a depth of >30 million read pairs per sample.

### RNA-Seq Data Analysis

Raw reads were quality analyzed using FastQC and MultiQC (Ewels et al., 2016; Babraham Bioinformatics - FastQC, 2020). Low-quality ends and adapters were trimmed using Cutadapt and Trim Galore with the parameters *--stringency 3 --length 36* (Martin, 2011; Krueger, 2016). Chicken genome build GRCg6a was indexed using the STAR aligner, incorporating splice junctions from the Ensembl GTF annotation file and the parameter *--sjdbOverhang 99* (Dobin et al., 2013; Howe et al., 2021). Two-pass alignment with STAR was employed and the parameters *--quantMode GeneCounts TranscriptomeSAM --readFilesCommand zcat --outSAMstrandField intronMotif --outSAMtype BAM SortedByCoordinate* were used. Gene counts were generated using Stringtie and Ensembl chicken gene annotation release 101 (Pertea et al., 2015; Howe et al., 2021). Differential expression testing was performed with DESeq2, and genes with less than 10 raw counts detected across all conditions were dropped prior to analysis (Love et al., 2014). Clustering of DEGs was performed with affinity propagation clustering (Frey and Dueck, 2007). Row-scaling of expression values was performed by applying log_10_(normalized count + 0.5) to all expression values. Subsequently, mean gene expression across all conditions was subtracted from each value and divided by standard deviation. Pathway enrichment analysis was performed with the Metascape online tool using human analysis (Zhou et al., 2019). Gene set enrichment analysis (GSEA) was performed on the normalized count matrix obtained from DESeq2 and chicken genes were converted to human orthologs (Mootha et al., 2003; Subramanian et al., 2005). GSEA was performed using 1000 permutations and gene set permutations with gene set size filters min = 15 and max = 500. All figures were generated in the R environment. For the RNA-seq genome browser, tracks were normalized to Transcripts Per Million (TPM) by converting bam files to bigwig format with the bamCoverage tool and parameters *--effectiveGenomeSize 1065365434* and *--normalizeUsing BPM* and visualized using the Integrative Genomics Viewer (Thorvaldsdóttir et al., 2013; Ramírez et al., 2016). Normalized replicates were collapsed prior to visualization using bigWigMerge (Kent et al., 2010). Differentially expressed genes (DEGs) are defined throughout by an adj. *p*-value ≤ 0.05 and no log fold change (LFC) criteria are applied unless otherwise stated.

### ATAC-Seq Library Preparation and Sequencing

ATAC-seq library preparation was performed using ATAC-Seq Kit (Active Motif cat. 53150) per manufacturer’s instructions. Briefly, RPE was isolated in cold PBS as described above for RNA collection. Two isolated sheets of RPE were collected per biological sample and placed on ice. RPE cells were lysed in cold ATAC-Seq Kit lysis buffer and nuclei were counted with a hemocytometer. Approximately 100,000 RPE nuclei from two embryos were aliquoted for Tn5 tagmentation per sample. Final libraries were quality validated using the Bioanalyzer HS DNA Kit (Agilent, cat. 5067-4626) and quantified using the Qubit 4 Fluorometer with the dsDNA Quantitation, high sensitivity kit (ThermoFisher Scientific, cat. Q32851). Validated libraries were sequenced at the Novogene sequencing core (Sacramento, CA, United States) on an Illumina HiSeq Series sequencing platform to a minimum depth of 61 million read pairs per sample using 150 base pair reads.

### ATAC-Seq Data Analysis

Reads were trimmed using cut adapt and trim galore with the trimming parameters *--clip_R1 16 --clip_R2 18 --three_prime_clip_R1 6 --three_prime_clip_R2 4*. Alignment of raw reads to chicken genome GRCg6a was performed with Bowtie2 (Langmead and Salzberg, 2012) using the parameters *--very-sensitive -k 5 -p 40*. Aligned reads were deduplicated using Picard tools (Picard Toolkit, 2019). Peaks were called for samples individually with HMMRATAC (Tarbell and Liu, 2019). HMMRATAC defined open regions were unified across all samples into a consensus peak file using BEDtools *merge -d 10 -I* (Quinlan and Hall, 2010). Peaks aligning to the mitochondrial chromosome were discarded, and peak counts were determined using featureCounts with parameters *-F SAF -s 0 -T 10* (Liao et al., 2014). Conversely, peak summits were defined by the HMMRATAC summit regions, which were extended by 50 bps and collapsed into a consensus summit file as defined above. Differential expression testing of peak regions and peak summits was performed with DESeq2 (Love et al., 2014). ATAC coverage tracks were visualized using the Integrative Genomics Viewer (Thorvaldsdóttir et al., 2013). Prior to visualization, bam files were converted to bigwig format and normalized using the bamCoverage *--binSize 1* and *--scaleFactor* parameter using the inverse of DESeq2 size factors (Ramírez et al., 2016). For combined visualization tracks, normalized replicates were collapsed using bigWigMerge (Kent et al., 2010). Accessibility heatmaps were generated using deepTools computeMatrix reference-point and plotHeatmap functions (Ramírez et al., 2016). Motif detection and peak annotation to the nearest transcript start site (TSS) was performed using the HOMER software (Heinz et al., 2010). Assignment of peaks to genomic features was performed using ChIPseeker (Yu et al., 2015). HOMER motif analysis was conducted with the script findMotifsGenome.pl and parameter *-size given* with the standard HOMER motif library. Binned motif analysis and k-mer analysis was executed using the monaLisa R package (Machlab et al., 2022) and the JASPAR 2022 vertebrate motif database (Castro-Mondragon et al., 2022). For monaLisa analysis, all differentially accessible peak summits (|LFC| ≥ 1 and adj. *p*-value ≤ 0.05) were segmented into seven bins by LFC across the E4 and E5 conditions. A cut-off of −log(adj. *p*-value) > 3 in any non-0 bin was applied to all monaLisa motif and k-mer results. The annotation of peak summits for the presence of transcription factor binding summits was performed using the OTX2 position weight matrix and monaLisa function findMotifHits.

### Histology and EdU Fluorescence Detection

Hematoxylin and eosin staining was performed as previously described (Luz-Madrigal et al., 2014). EdU proliferation assay was conducted with Click-iT EdU Cell Proliferation Kit (ThermoFisher Scientific, cat. C10337) per manufacturer’s instructions. Briefly, 30 µl of 3.3 mM EdU in sterile PBS was added to embryos 1 h before collection. Embryos were washed in PBS and fixed overnight in 4% paraformaldehyde at 4°C. Embryos were then equilibrated in 30% sucrose solution overnight and snap frozen in a bath of dry ice and ethanol in OCT media. Cryo-sections were permeabilized with 1% Saponin for 5 minutes before the Click-iT reaction, and DAPI (Millipore Sigma, cat. 10236276001) staining was performed immediately before applying Fluoromount Aqueous Mounting Medium (Sigma, cat. F4680-25 ML) and coverslip. Fluorescence imaging was performed using a Zeiss 710 Laser Scanning Confocal System with sequential imaging of channels and pinhole set to 1.0 airy unit. For quantification of proliferating cells, EdU+ cells were counted as a proportion of total RPE nuclei. Due to possible differences in the variation among the groups, statistical inference for EdU assays was performed using the Kruskal-Wallis nonparametric test followed by pairwise Dunn’s test of all treatment pairs with a Benjamini and Yekutieli *p*-value multiplicity adjustment (Dunn, 1964; Benjamini and Yekutieli, 2001). Statistics were performed in the R environment using rstatix version 0.7.0 (Kassambara, 2021).

### RPE Explants

RPE explant culture was performed as previously described (Sakami et al., 2008), with the following modifications. Briefly, RPE and a small amount of underlying mesenchyme were dissected as posterior eye cup explants from chicken embryos at Hamburger and Hamilton stage 24 (E4) and 26 (E5) in modified HBSS (without calcium chloride, magnesium sulfate, and sodium bicarbonate) supplemented with 5 mM HEPES and 0.6% D-glucose. The explants were washed three times in HBSS solution and cultured in 500 µl of culture medium (DMEM/F12, supplemented with 0.9% D-glucose, 0.1125% NaHCO3, 20 mM HEPES, 5% FBS, 100 U/ml of penicillin, and 100 μg/ml of streptomycin) in 24-well culture plates. The plates were incubated in an orbital shaker at 50 rpm (3-D, Fixed Tilt Platform Rotator, Grant Instruments), 37°C, and 5% CO_2_. FGF2 (R&D Systems, cat. 3718-FB-025) was added at a concentration of 100 ng/µl as specified.

### RT-qPCR Gene Expression and Statistics

RPE explants were collected in 200 µl of DNA/RNA shield buffer (Zymo, cat. 1220-25) and stored at −20°C. Total RNA was isolated using Quick-RNA Miniprep Plus Kit Microprep (Zymo, cat. R1057), following manufacturer’s instructions. Total RNA was analyzed for quantity and quality using Nanodrop ND-2000 Spectrophotometer (Thermo Scientific) and the Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. 200 ng of RNA was used as a template to synthesize cDNA using QuantiTect Reverse Transcription kit (Qiagen, cat. 205313) according to manufacturer’s instructions. The synthesized cDNA was diluted at 1:10 ratio and 2 µl of this dilution were used for quantitative PCR (qPCR) reaction. The final reaction mix contained: 2 µl of diluted cDNA, 5 µl of RT2 SYBR Green Master Mix (Qiagen, cat. 204074) and 50 nM of each primer, adjusted to 20 µl with water. qPCR reactions were set up in duplicate in the Rotor-Gene Q thermocycler 5 plex (Qiagen). Primers reported here were designed using primer blast (Ye et al., 2012) and obtained from IDT Technologies (Table 1). The comparative ΔΔCt method was used to determine relative gene expression levels compared to a housekeeping gene (RPLP0) and relative mRNA was normalized to explants immediately collected after dissection (time 0). Each biological sample contained three pooled explants. Four biological samples per time point and condition were used. We first analyzed the data using ANOVA with Dunnett’s adjustment for multiple comparisons with the control (time 0) condition (Dunnett, 1955), which provided strong evidence of differences between treatments and control for at least one time point in all qPCR datasets. However, this procedure requires an assumption that the responses are normally distributed and have the same variance within each group. Subsequently, we applied Levene’s test for homoscedasticity (Fox and Weisberg, 2019), and residual values were plotted for subjective assessment of distribution and variance. The normality and equal variance assumptions are questionable for at least some groups associated with three out of the 18 gene sets analyzed. Thus, we reanalyzed these data using a nonparametric Kruskal-Wallis test followed by Dunn’s procedure with Benjamini-Yekutieli adjustment for multiple comparisons with a control (Dunn, 1964; Benjamini and Yekutieli, 2001). This is a much more conservative test and given the small sample sizes (*n* = 4) is only approximate, but it relaxes the normality and equal variance assumptions and still provides evidence of differences with control for the three genes in question at several time points (Supplementary File S1). All significance values shown in the RT-qPCR figures are derived from Dunnett’s Test, and Dunn’s Test *p*-values are also explicitly stated in the text where parametric assumptions are in question. In the interest of transparency, in the process of analyzing these data, we also used a version of Dunn’s procedure that compared all pairs of means, rather than just comparing treatments to control. This was even more conservative, and because it includes comparisons that don’t include control, it is less appropriate than the procedure we used, and thus we discarded the results. All statistics described for RT-qPCR were performed in the R environment using rstatix version 0.70 (Kassambara, 2021), car version 3.0-12 (Fox and Weisberg, 2019), DescTools version 0.99.44 (Signorell et al., 2021), PMCMRplus version 1.9.3 (Pohlert, 2021), and stats version 4.1.2 (R Core Team, 2021).

**TABLE 1:** List of primers used in qPCR.

Gene	GenBank ID	Forward primer	Reverse primer
*ASCL1*	NM_204412.1	5ʹ-CCC​GGC​AGG​ACG​CTC-3ʹ	5ʹ-GGG​GAG​AGG​AAA​ACG​CAA​CA-3ʹ
*E2F1*	NM_205219.1	5ʹ-GGA​CGA​TCT​CAT​CCA​GAC​GTG-3ʹ	5ʹ-ACG​TAG​GCT​GCG​TGC​T-3ʹ
*MITF*	NM_205029.1	5ʹ-CCC​AAA​TCA​AAC​GAC​CCG​GAT​A-3ʹ	5ʹ-GTG​CGT​TGC​TGC​TCT​CTT​TG-3ʹ
*OTX2*	NM_204520.2	5ʹ-GTC​GGT​TAT​CCC​GCC​ACC-3ʹ	5ʹ-TTT​TCA​AGG​CCA​CCT​CCT​CC-3ʹ
*PAX6*	NM_205066.1	5ʹ-GGC​AGA​AGA​TCG​TGG​AAC​TC-3ʹ	5ʹ-TTC​GTA​ATA​CCT​GCC​CAA​AA-3ʹ
*RPE65*	NM_204884.1	5ʹ-CCT​ACC​ACC​GGA​GGT​TTG​TT-3ʹ	5ʹ-GGT​CTG​GGT​AGG​CGT​AGG​TA-3ʹ
*RPLP0*	NM_204987.2	5ʹ-GGA​GCT​CAC​AGC​TCG​TCT​TT-3ʹ	5ʹ-TAG​TTG​GAC​TTC​CAC​GTC​GC-3ʹ
*SIX6*	NM_001389365.1	5ʹ-AGG​TGG​GCA​ACT​GGT​TCA​AA-3ʹ	5ʹ-CTG​CTG​CTG​TAG​CCT​GTT​CT-3ʹ
*SOX2*	NM_205188.2	5ʹ-TGA​ACG​GAT​CGC​CTA​CCT​AC-3ʹ	5ʹ-CTG​GAT​TCC​GTC​TTG​ACC​AC-3ʹ
*TYR*	NM_204160.1	5ʹ-TTT​GCT​GAT​CCA​CAC​ACT​GC-3ʹ	5ʹ-GAT​CAT​TCG​CAG​AGC​CTT​GT-3ʹ
*VSX2*	NM_204768.1	5ʹ-CAG​ACG​GCC​AGC​TCA​GAT​TC-3ʹ	5ʹ-AGG​CCT​TTT​CCA​GCT​CTT​CC-3ʹ

## Results

### Alterations in Gene Regulation and Chromatin Accessibility Underlie RPE Differentiation State and Reprogramming Competency

In order to interrogate the gene regulatory underpinnings of RPE lineage commitment, we first sought to characterize changes in gene regulation that differentiate the plastic E4 RPE (Figure 1A) from the fate restricted E5 RPE (Figure 1B). Retinectomy and delivery of an FGF2-containing bead to the eye cup resulted in a robust regenerative response, in which we observed significant domains of RPE that had been reprogrammed to a neuroepithelium 3 days PR (Figure 1C), consistent with previous reports (Coulombre and Coulombre, 1965; Park and Hollenberg, 1989; Spence et al., 2004). In contrast, we did not observe any RPE reprogramming 3 days PR with FGF2 treatment when the surgery was performed at E5 (Figure 1D), which is consistent with reports that RPE cell fate becomes restricted by E5 of chicken development (Pittack et al., 1997; Sakami et al., 2008). Similarly, we did not observe RPE reprogramming at either stage if the retinectomy was performed in the absence of exogenous FGF2 (Figures 1E,F). 

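RPE was sampled at E4 (Hamburger-Hamilton stage 24) and E5 (stage 26) in 3 conditions per stage: developing RPE taken directly from the embryo, RPE 6 h after retinectomy (6hPR), and RPE 6 h after retinectomy with an FGF2-soaked heparin bead (6hPR + FGF2). Each of the 6 groups has 3 libraries (n = 3), and each library is a pool of 3 RPE sheets, so the replicate is the pool and not the embryo. The methods name SPAFAS eggs from Charles River for RNA-seq, whereas the public sample labels name White Leghorn embryos from Michigan State University. Reads were trimmed with Cutadapt and Trim Galore, aligned with STAR in 2 passes to GRCg6a and counted per Ensembl gene with StringTie by the authors, who then divided each library by its DESeq2 size factor. The normalized counts of 18336 genes were used here. Multiplied back by the size factor, every value is a whole number of reads. Reads on genes per library came to 61.1 to 73.0 M (M, megareads) in E4 developing RPE, 50.7 to 55.4 M in E4 6hPR, 53.6 to 59.9 M in E4 6hPR + FGF2, 51.8 to 59.4 M in E5 developing, 55.6 to 68.4 M in E5 6hPR and 58.9 to 64.5 M in E5 6hPR + FGF2, where the paper gives more than 30 M read pairs per library. At this depth a gene with 0 reads in a library is only known to lie below about 3 counts.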

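Log2 values (pseudocount 0.5) of 18287 genes were fitted with limma over all 18 libraries, and a gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less. Among the 13109 genes with a mean of 50 or more, the median SD of the log2 values between replicates was 0.116 in E4 developing, 0.172 in E4 6hPR, 0.157 in E4 6hPR + FGF2, 0.257 in E5 developing, 0.150 in E5 6hPR and 0.0922 in E5 6hPR + FGF2. The fit gives each gene a single spread for all groups. Its errors may therefore be too small for comparisons with E5 developing RPE, the group with the widest spread. The libraries differ in ways unrelated to stage or treatment. E5 developing replicate 2 held the highest value of the 18 libraries for 18 of 25 neural retina genes, and the chromosome W transcript *HINTW* was at 60.4 normalized counts in E4 6hPR + FGF2 replicate 3 and at 0 in E5 6hPR replicate 3, against at least 20330 in the other 16.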

After validating this phenotype *in vivo*, we next performed bulk mRNA sequencing (RNA-seq) on RPE isolated from chicken eyes at E4 and E5 from three conditions (Figure 1G): developing, 6hPR, and 6hPR with FGF2 treatment (6hPR + FGF2). Principal component analysis of RNA-seq derived expression values revealed a spatial separation of samples by retinectomy and FGF2 treatment along component 1 and by developmental stage along component 2, pointing toward retinectomy and FGF2 treatment as the primary sources of variation within the observed transcriptional states (Figure 1H). In addition, the RNA-seq data displayed high per-base quality, alignment rates to the chicken genome above 92%, uniform GC content, and all assayed samples clustered by treatment, pointing toward overall high quality gene expression data (Supplementary Figure S1).

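Computed on the centred log2 values of the 500 genes with the highest variance, component 1 held 28.0% of the variance and component 2 held 15.1%. Treatment accounted for 90.0% of the variation along component 1, and stage for 81.0% of that along component 2. The component 1 scores (mean ± SD, n = 3) were −37.9 ± 2.07 and −38.3 ± 7.91 in developing RPE at E4 and E5, −6.90 ± 7.07 and 12.4 ± 11.1 in 6hPR RPE, and 24.2 ± 1.97 and 46.4 ± 2.76 in 6hPR + FGF2 RPE. Along component 2, the E4 libraries lay between −36.8 and −14.0 and the E5 libraries between 0.944 and 35.8. The variance stabilizing transformation moved the share of component 1 most, to 46.8%. Component 3 held 11.7% and is led by transcripts that are missing from the same 2 libraries, E4 6hPR + FGF2 replicate 3 and E5 6hPR replicate 3.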

**FIGURE 1:**
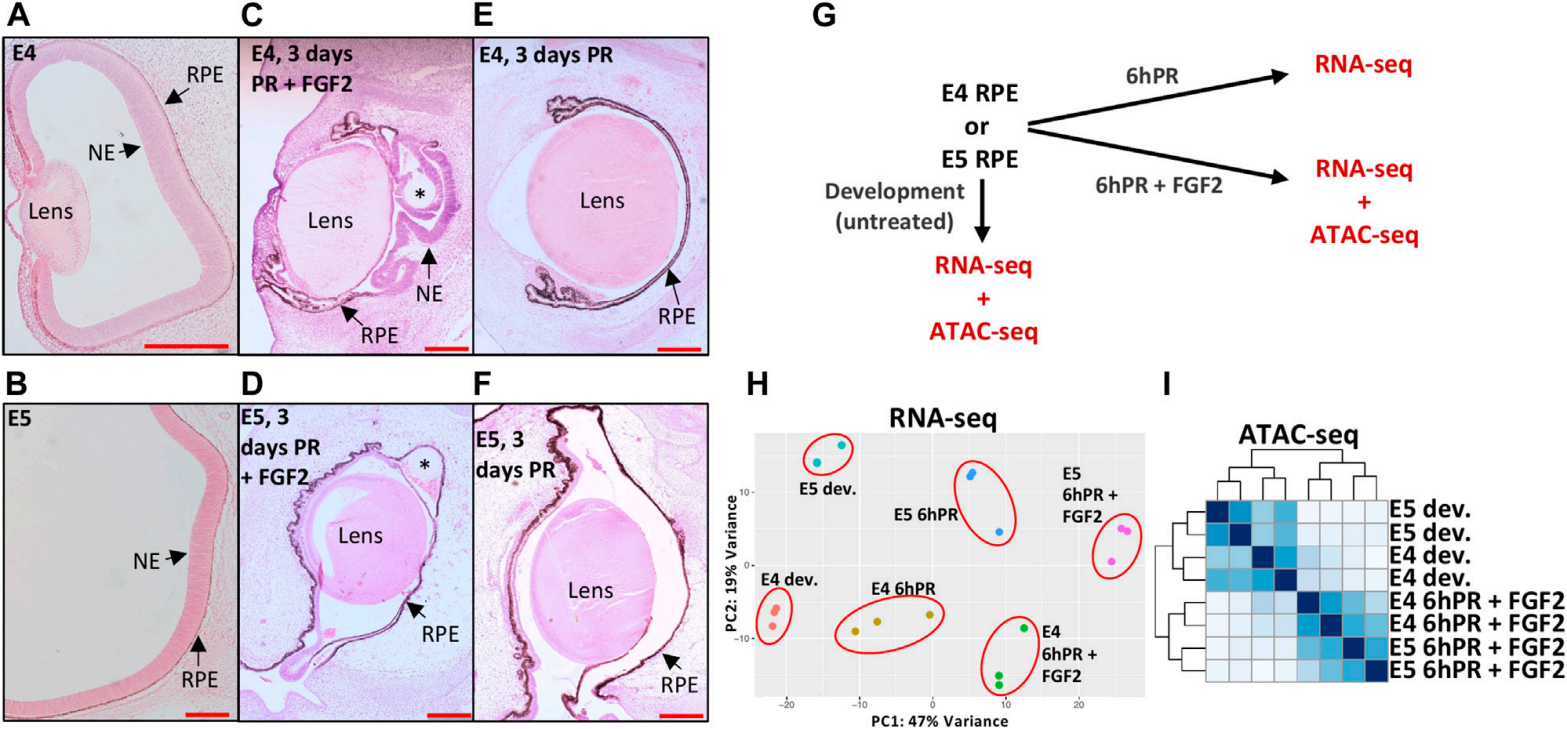
Profiling gene expression and genomic accessibility in the plastic and fate-restricted RPE. The developing (dev.) eye at E4 **(A)** and posterior eye at E5 **(B)** are shown with RPE and neuroepithelium (NE; presumptive neural retina) labeled. A regenerating NE is observed 3 days PR if treated with FGF2 at E4 **(C)**, but no regeneration is observed 3 days PR and FGF2 treatment at E5 **(D)**. At 3 days PR, no regeneration is observed if surgery is performed at E4 **(E)** or E5 **(F)** in the absence of FGF2. Scale bars in **(A**–**F)** are each 200 μm. Asterisk (*) denotes the FGF2 bead. **(G)** Schematic summarizes the collection of RNA-seq and ATAC-seq samples used in this study. **(H)** Principal component analysis summarizes the variation present in RNA-seq normalized gene expression values across 18 samples and six tested conditions. **(I)** Heatmap displays blind hierarchical clustering of normalized ATAC-seq peak signal for each sample.

To assess the reproducibility of our gene expression findings, we searched for regulatory patterns that have been previously associated with RPE to neural retina reprogramming. We observed up-regulation of the top five targets previously reported as up-regulated in E4 RPE after 6hPR + FGF2, including *CXCL14, TRIM54, CXCR4, ASL1,* and *FSCN1* (Supplementary Figure S2A) (Tangeman et al., 2021). Similarly, we observed four of the top five down-regulated genes from the same study as also repressed in our dataset, including *ID2, FGFR3, SERPINE3, and PLA2G7*, although we did not observe any change in *CDH5* in response to retinectomy or FGF2 at E4 (Supplementary Figure S2B). 

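Between developing E4 RPE and E4 6hPR + FGF2 RPE, *CXCL14* (ENSGALG00000006346) rose from 84.1 ± 61.2 to 17225 ± 4459, a log2 fold change of 8.16 (SE 0.96, adjusted p = 3e-05) (normalized counts as mean ± SD, n = 3, limma). *TRIM54* (ENSGALG00000033203) rose from 219.5 ± 40.2 to 2103 ± 626, a log2 fold change of 3.23 (SE 0.29, adjusted p = 2.7e-06). *CXCR4* (ENSGALG00000012357) rose from 545 ± 50.9 to 4889 ± 1062, a log2 fold change of 3.14 (SE 0.20, adjusted p = 2.1e-07). *FSCN1* (ENSGALG00000021128) rose from 13617 ± 619 to 21862 ± 1636, a log2 fold change of 0.68 (SE 0.11, adjusted p = 0.00053). *ASL1* (ENSGALG00000002558) was at 61.0 ± 17.3 and 122 ± 15.9, with a log2 fold change of 1.03 (SE 0.37, adjusted p = 0.06), above the limit for a call. For *ASL1*, a call was made under the mean limit of 10, array weights and DESeq2 (adjusted p from 0.016 to 0.16 over the 13 alternatives). Of 783 comparisons of the 87 genes named here, 421 were called, and 296 of these kept their call under every alternative and with each replicate of the groups compared left out. A fit of only the groups compared changed the most calls of all alternatives, with 101 lost and 19 gained.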

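In the same comparison (developing against 6hPR + FGF2 at E4, limma, n = 3), *ID2* (ENSGALG00000035016) fell from 31850.4 ± 3425 to 20213 ± 3180.1, a log2 fold change of −0.66 (SE 0.15, adjusted p = 0.0045). *FGFR3* (ENSGALG00000015708) fell from 23484 ± 528 to 11289 ± 1828, a log2 fold change of −1.07 (SE 0.13, adjusted p = 4.8e-05). *SERPINE3* (ENSGALG00000017017) fell from 12569.8 ± 1987 to 879 ± 277, a log2 fold change of −3.87 (SE 0.32, adjusted p = 1.3e-06). *PLA2G7* (ENSGALG00000016713) fell from 7748 ± 715 to 5013 ± 876, a log2 fold change of −0.64 (SE 0.12, adjusted p = 0.0018). *CDH5* (ENSGALG00000032349) was at 17206 ± 656 in developing RPE, 22098 ± 2665 in 6hPR RPE and 19609.8 ± 1183 in 6hPR + FGF2 RPE. The log2 fold changes against developing RPE were 0.35 (SE 0.099, adjusted p = 0.026) after retinectomy alone and 0.19 (SE 0.099, adjusted p = 0.21) with FGF2, of which the first was called. For *CDH5* after retinectomy alone, the call was lost under a fit of the groups compared alone (adjusted p from 0.0048 to 0.088 over the 13 alternatives), and without E4 developing replicate 1, 2 or 3, or E4 6hPR replicate 1 (adjusted p up to 0.13).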

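Normalized counts in developing and 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3) and limma log2 fold changes were as follows for 5 genes with higher means after treatment: *CXCL14* 303 ± 422 to 26573 ± 2914 with 7.58 (SE 0.96, adjusted p = 2.7e-05), *TRIM54* 228 ± 88.9 to 2200.3 ± 179 with 3.33 (SE 0.29, adjusted p = 7e-07), *CXCR4* 884 ± 173 to 3805 ± 781 with 2.10 (SE 0.20, adjusted p = 2e-06), *ASL1* 61.7 ± 29.2 to 118 ± 16.0 with 1.06 (SE 0.37, adjusted p = 0.04), and *FSCN1* 9689 ± 730.1 to 11826 ± 2409 with 0.27 (SE 0.11, adjusted p = 0.087). All but *FSCN1* were called. For 5 genes with lower means they were *ID2* 53424 ± 12046 to 14624 ± 916 with −1.85 (SE 0.15, adjusted p = 3.2e-07), *FGFR3* 29318 ± 3561 to 11359.7 ± 972 with −1.36 (SE 0.13, adjusted p = 2.2e-06), *SERPINE3* 26099 ± 7653 to 2678 ± 604 with −3.27 (SE 0.32, adjusted p = 2.1e-06), *PLA2G7* 14496 ± 1941 to 4957 ± 314 with −1.54 (SE 0.12, adjusted p = 3.5e-07), and *CDH5* 29831 ± 2891 to 19385 ± 1529 with −0.62 (SE 0.099, adjusted p = 0.00022), all called. For *ASL1*, the call was lost under quantile normalization, array weights, a fit of the groups compared alone and edgeR (adjusted p from 0.03 to 0.2 over the 13 alternatives), and without E5 developing replicate 1, or E5 6hPR + FGF2 replicate 1, 2 or 3 (adjusted p up to 0.17). For *FSCN1*, a call was made without E5 6hPR + FGF2 replicate 1 (adjusted p = 0.042). *FSCN1*, called at E4 and not at E5, had an interaction of −0.41 (SE 0.16, adjusted p = 0.15) (E5 response minus E4 response, log2). The same difference was called for *CXCR4*, −1.04 (SE 0.29, adjusted p = 0.047), *ID2*, −1.19 (SE 0.21, adjusted p = 0.0052), *PLA2G7*, −0.90 (SE 0.18, adjusted p = 0.0091), and *CDH5*, −0.81 (SE 0.14, adjusted p = 0.0048). The *CXCR4* interaction is the weakest of these and kept its call only with E4 6hPR + FGF2 replicate 2 or E5 developing replicate 1 left out.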

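Across the whole transcriptome, limma called 2483 genes (1039 higher and 1444 lower) between 6hPR and developing RPE at E4 and 3476 genes (1814 higher and 1662 lower) at E5. Between 6hPR + FGF2 and developing RPE it called 3656 genes (1796 higher and 1860 lower) at E4 and 5261 genes (2763 higher and 2498 lower) at E5, and between 6hPR + FGF2 and 6hPR RPE 1512 genes (913 higher and 599 lower) at E4 and 4798 genes (2542 higher and 2256 lower) at E5. Which direction holds more genes depends on the scaling in 4 of these. Quantile normalization moved the share of higher genes from 52.5% to 46.1% for 6hPR + FGF2 against developing and from 53.0% to 46.7% for 6hPR + FGF2 against 6hPR RPE at E5, and TMM scaling from 52.2% to 49.3% for 6hPR against developing RPE at E5 and from 49.1% to 52.7% for 6hPR + FGF2 against developing RPE at E4. The E4 and E5 log2 responses to 6hPR + FGF2 had a Pearson r of 0.474 and a Spearman rho of 0.381 across 18287 genes, a description across genes and not a test. Of 2174 genes called at both stages, 2109 changed in the same direction and 65 in opposite directions. The response itself differed between the stages for 1016 genes after 6hPR + FGF2, 546 after 6hPR and 465 for the step from 6hPR to 6hPR + FGF2. Over the 13 alternatives these counts ran from 677 to 1869, from 248 to 1295 and from 28 to 5206. With each replicate of the groups compared left out they ran from 446 to 2273, from 244 to 713 and from 46 to 1970. Among treatment counts, the step from 6hPR to 6hPR + FGF2 at E4 moved most, to 197 with only those 6 libraries in the fit. Restricted to genes called at either stage, r was 0.627.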

Interestingly, all of these targets displayed the expected pattern of regulation in response to retinectomy and FGF2 treatment at E5, pointing toward commonalities in the injury and FGF2 response across the E4 to E5 developmental window. To further understand the observed changes in gene expression, we performed ATAC-seq on nuclei derived from developing E4 and E5 RPE, as well as E4 and E5 RPE 6hPR + FGF2 (Figure 1G). Hierarchical clustering of ATAC signal using all genomic peak regions revealed that samples cluster primarily by developmental or 6hPR + FGF2 conditions, underscoring dynamic chromatin accessibility patterns elicited by retinectomy and FGF2 treatment (Figure 1I). In addition, the generated ATAC-seq data displayed appropriate sequencing quality metrics, accessibility enrichment proximal to TSSs, and high signal-to-noise (Supplementary Figure S3). In summary, our RNA-seq and ATAC-seq datasets capture known features of RPE reprogramming and provide further insight to the underlying chromatin organization.

We next sought to examine the predominant changes in gene expression that define RPE differentiation across the E4 to E5 developmental window and glean insights to the mechanisms by which neural competence is restricted. To this end, we performed pairwise differential gene expression testing of each condition across the E4 to E5 stages (Supplementary File S2) and plotted the relative expression of all differentially expressed genes (DEGs) that exhibit stage-associated regulation at a cut-off of |log fold change| (LFC) ≥ 1 and an adj. *p*-value ≤ 0.05 (Figure 2A). Using affinity propagation clustering, we clustered 2551 total DEGs into six clusters of expression across the tested conditions (Figure 2A, Supplementary Figure S2C, Supplementary File S3). 

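Between E4 and E5, limma called 4015 genes (1978 higher and 2037 lower) at E5 in developing RPE, 3600 genes (2062 higher and 1538 lower) in 6hPR RPE and 5398 genes (3058 higher and 2340 lower) in 6hPR + FGF2 RPE, of 18287 tested. Quantile normalization moved the share of higher genes from 57.3% to 47.7% in 6hPR and from 56.7% to 43.7% in 6hPR + FGF2 RPE, so which direction holds more genes depends on the scaling there. With an absolute log2 fold change of 1 or more these were 1106, 972 and 1342 genes, and 2613 in any of the 3 conditions. Of these, 2241 are among the genes of the 6 clusters. DESeq2 on the recovered reads gave 2551 genes, every member of which is in the clusters. When the stage labels were permuted within conditions, 1 of 100 permutations, the real labels included, reached 2613 genes, and the largest other count was 879. The count in any condition moved most under limma's treat test against a log2 fold change of 1, to 184. Without E4 6hPR replicate 3, the 6hPR count was 2366.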

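Among called genes with a mean of 50 or more and no overlap between the replicates of the 2 stages, a separation that 10% of unchanged genes show by chance with n = 3, the largest fitted differences (log2 fold change from E4 to E5, limma) in developing RPE were *COLEC10* (ENSGALG00000033144) with 7.24 (SE 1.3, adjusted p = 0.0011), *POU4F3* (ENSGALG00000034567) with 6.48 (SE 1.4, adjusted p = 0.0029), *RGS5* (ENSGALG00000026572) with 6.14 (SE 0.68, adjusted p = 2.8e-05), *RIPPLY3* (ENSGALG00000054080) with −6.36 (SE 0.90, adjusted p = 0.00017), *AVD* (ENSGALG00000025945) with −5.70 (SE 0.98, adjusted p = 0.00069) and *CLEC19A* (ENSGALG00000030546) with −5.43 (SE 0.64, adjusted p = 4.4e-05). In 6hPR RPE they were *APOB* (ENSGALG00000016491) with 8.37 (SE 1.9, adjusted p = 0.0063), *RBP4* (ENSGALG00000015374) with 7.54 (SE 1.3, adjusted p = 0.00064), *ATOH7* (ENSGALG00000052760) with 6.41 (SE 1.4, adjusted p = 0.0053), *TBX15* (ENSGALG00000014776) with −4.91 (SE 1.3, adjusted p = 0.016), *CLEC19A* with −3.45 (SE 0.64, adjusted p = 0.0015) and *WFIKKN1* (ENSGALG00000000044) with −2.73 (SE 0.34, adjusted p = 7.7e-05), and in 6hPR + FGF2 RPE *CCL4* (ENSGALG00000034478) with 5.53 (SE 0.94, adjusted p = 0.00064), *CLDN20* (ENSGALG00000047280) with 4.28 (SE 0.94, adjusted p = 0.0036), *RHAG* (ENSGALG00000016684) with 4.15 (SE 1.3, adjusted p = 0.022), *CLEC19A* with −3.32 (SE 0.64, adjusted p = 0.0016), *HES5* (ENSGALG00000001141) with −3.11 (SE 0.93, adjusted p = 0.021) and *CLVS1* (ENSGALG00000043172) with −3.08 (SE 0.93, adjusted p = 0.021). The sizes and the order of several depend on the pseudocount, since 1 of the 2 stages has a mean under 10. With a pseudocount of 5 they were 4.92 for *COLEC10*, 4.16 for *POU4F3*, 4.36 for *RGS5*, −4.88 for *RIPPLY3* and −3.46 for *AVD* in developing RPE, 6.18 for *RBP4*, 4.98 for *ATOH7* and −2.63 for *TBX15* in 6hPR RPE, and 2.82 for *CLDN20* in 6hPR + FGF2 RPE. *APOB* was at 0 in every E4 6hPR library, so its fitted fold change depends on the pseudocount, and against the limit of 3 counts it was at least 122-fold higher at E5, and at least 21.2-fold without E5 6hPR replicate 3, the library with the highest values of most yolk sac or liver genes. The symbol *CCL4* stands on more than 1 line of the gene table, and the value is that of the Ensembl gene given. *ATOH7*, *HES5* and *POU4F3* are neural retina genes, and the E5 developing libraries differ in their content of such transcripts.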

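The calls of some of the genes with the largest differences between E4 and E5 in developing RPE depended on single settings or libraries (limma adjusted p). A fit of the groups compared alone lost the calls of *POU4F3* (adjusted p from 2.8e-07 to 0.096 over the 13 alternatives), *RIPPLY3* (from 2e-14 to 0.05) and *AVD* (from 7.4e-07 to 0.091).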

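The calls of some of the genes with the largest differences between E4 and E5 in 6hPR RPE depended on single settings or libraries (limma adjusted p). A fit of the groups compared alone lost the calls of *RBP4* (adjusted p from 2.3e-09 to 0.058 over the 13 alternatives) and *ATOH7* (from 1.7e-05 to 0.07). For *TBX15*, the call was lost under a fit of the groups compared alone (adjusted p from 0.0018 to 0.055 over the 13 alternatives), and without E4 6hPR replicate 3, or E5 6hPR replicate 1 or 3 (adjusted p up to 0.073).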

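The calls of some of the genes with the largest differences between E4 and E5 in 6hPR + FGF2 RPE depended on single settings or libraries (limma adjusted p). For *CLDN20*, the call was lost under a fit of the groups compared alone (adjusted p from 1.7e-05 to 0.094 over the 13 alternatives). For *RHAG*, the call was lost without E4 6hPR + FGF2 replicate 1 or 3, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.084). For *HES5*, the call was lost without E4 6hPR + FGF2 replicate 1, or E5 6hPR + FGF2 replicate 1 or 3 (adjusted p up to 0.067). For *CLVS1*, the call was lost without E4 6hPR + FGF2 replicate 2 or 3, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.086).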

The resolved clusters exhibit expression patterns that point toward potential functions in determining RPE plasticity, so we employed pathway enrichment analysis to determine the associated biological significance (Figure 2B). Two clusters were preferentially depleted or enriched in the developing E5 RPE, which were termed differentiation-silenced or differentiation-enriched, respectively. 

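The median over genes of the row-scaled log10 value (mean ± SD of 3 libraries, n = 3) in the differentiation-silenced cluster (184 genes, 163 in the limma list) was 0.38 ± 0.081, 0.55 ± 0.098 and 0.47 ± 0.050 in developing, 6hPR and 6hPR + FGF2 RPE at E4, and −1.29 ± 0.16, 0.31 ± 0.098 and −0.0044 ± 0.086 at E5. In the differentiation-enriched cluster (495 genes, 415 in the limma list) it was −0.91 ± 0.055, −0.47 ± 0.21 and −0.21 ± 0.15 in developing, 6hPR and 6hPR + FGF2 RPE at E4, and 1.16 ± 0.16, 0.30 ± 0.20 and 0.23 ± 0.19 at E5. The clusters were formed on these libraries, so no test was made. With the mean over genes in place of the median, the E5 to E4 difference moved from −1.67 to −1.55 for the differentiation-silenced cluster in developing RPE and from 0.445 to 0.323 for the differentiation-enriched cluster in 6hPR + FGF2 RPE.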

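For single genes of these clusters, normalized counts (mean ± SD, n = 3) and limma log2 fold changes from E4 to E5 follow in the order developing, 6hPR and 6hPR + FGF2 RPE. *STRA6* (ENSGALG00000001449) was at 8551 ± 846, 28116 ± 6737 and 19792 ± 3942 at E4 and at 2241 ± 339, 47098 ± 7060.1 and 20544 ± 3175 at E5, with stage differences of −1.94 (SE 0.18, adjusted p = 1.2e-05), 0.76 (SE 0.18, adjusted p = 0.008) and 0.063 (SE 0.18, adjusted p = 0.85). *ALDH1A3* (ENSGALG00000033365) was at 3479.8 ± 1855, 8252 ± 4204 and 41344 ± 6099 at E4 and at 2509 ± 2339.8, 1892 ± 331 and 14216 ± 7055 at E5, with stage differences of −0.75 (SE 0.61, adjusted p = 0.44), −1.98 (SE 0.61, adjusted p = 0.033) and −1.64 (SE 0.61, adjusted p = 0.056). *RORB* (ENSGALG00000015150) was at 33.8 ± 2.60, 48.5 ± 16.5 and 77.4 ± 25.0 at E4 and at 332 ± 223, 198 ± 95.3 and 252 ± 38.3 at E5, with stage differences of 2.93 (SE 0.54, adjusted p = 0.0011), 1.96 (SE 0.54, adjusted p = 0.018) and 1.74 (SE 0.54, adjusted p = 0.024). *TGFBR2* (ENSGALG00000011442) was at 1283 ± 52.8, 1880.2 ± 289 and 2109.9 ± 120.3 at E4 and at 2875 ± 613, 1926 ± 190.1 and 3304 ± 337 at E5, with stage differences of 1.14 (SE 0.14, adjusted p = 5.8e-05), 0.041 (SE 0.14, adjusted p = 0.9) and 0.64 (SE 0.14, adjusted p = 0.0036). *ITGA6* (ENSGALG00000034007) was at 8881 ± 1635, 6483 ± 411 and 8296 ± 382 at E4 and at 18678 ± 5355, 12629 ± 2171 and 23365 ± 2300.3 at E5, with stage differences of 1.05 (SE 0.17, adjusted p = 0.00053), 0.95 (SE 0.17, adjusted p = 0.0013) and 1.49 (SE 0.17, adjusted p = 4.2e-05). A fit of the groups compared alone lost the calls of *STRA6* in 6hPR RPE (adjusted p from 0.00038 to 0.075 over the 13 alternatives), *RORB* in developing RPE (from 6.6e-09 to 0.07) and *ITGA6* in developing RPE (from 8.7e-08 to 0.067). For *ALDH1A3* in 6hPR RPE, the call was lost under limma without the trend, the chromosome W covariate and a fit of the groups compared alone (adjusted p from 0.0019 to 0.059 over the 13 alternatives), and without E4 6hPR replicate 1 or 3, or E5 6hPR replicate 1, 2 or 3 (adjusted p up to 0.13). For *ALDH1A3* in 6hPR + FGF2 RPE, a call was made under the mean limit of 10, quantile normalization, array weights, a fit of the groups compared alone and DESeq2 (adjusted p from 0.005 to 0.084 over the 13 alternatives), and without E5 6hPR + FGF2 replicate 3 (adjusted p = 0.043). For *RORB* in 6hPR RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.00057 to 0.063 over the 13 alternatives), and without E4 6hPR replicate 3, or E5 6hPR replicate 1 or 2 (adjusted p up to 0.089). For *RORB* in 6hPR + FGF2 RPE, the call was lost without E4 6hPR + FGF2 replicate 2 or 3, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.086). In the interaction test, the response at E5 exceeded that at E4 for *STRA6* by 2.70 (SE 0.26, adjusted p = 0.00014) after 6hPR and 2.00 (SE 0.26, adjusted p = 0.00076) after 6hPR + FGF2, and that of *TGFBR2* after 6hPR was lower, −1.10 (SE 0.20, adjusted p = 0.01).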

Pathways associated with differentiation-silenced genes included embryonic eye formation and regulation of cell fate commitment. In contrast, differentiation-enriched genes were associated with eye development and extracellular matrix (ECM) function, including the integrins and cell-cell adhesion, implicating ECM changes as a key feature of RPE differentiation. 

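In 2 further clusters the values follow stage in every condition. The median row-scaled value (mean ± SD, n = 3) of a cluster of 496 genes, 437 of them in the limma list, was 1.02 ± 0.12, 0.53 ± 0.18 and 0.25 ± 0.18 in developing, 6hPR and 6hPR + FGF2 RPE at E4, and 0.15 ± 0.12, −0.86 ± 0.043 and −1.05 ± 0.046 at E5. That of a cluster of 371 genes, 321 of them in the limma list, was −0.22 ± 0.065, −0.52 ± 0.10 and −1.19 ± 0.16 in developing, 6hPR and 6hPR + FGF2 RPE at E4, and 0.76 ± 0.24, 0.92 ± 0.082 and 0.30 ± 0.17 at E5. Among genes higher at E4, the limma log2 fold changes from E4 to E5 in developing, 6hPR and 6hPR + FGF2 RPE were for *MCM2* (ENSGALG00000006037) −0.87 (SE 0.13, adjusted p = 0.00034), −0.97 (SE 0.13, adjusted p = 0.00017) and −1.11 (SE 0.13, adjusted p = 5.9e-05), for *MCM3* (ENSGALG00000016676) −0.96 (SE 0.15, adjusted p = 0.00043), −1.11 (SE 0.15, adjusted p = 0.00016) and −1.21 (SE 0.15, adjusted p = 7.9e-05), for *MCM5* (ENSGALG00000012546) −0.9995 (SE 0.13, adjusted p = 6.9e-05), −1.20 (SE 0.13, adjusted p = 2.4e-05) and −1.31 (SE 0.13, adjusted p = 1.3e-05), for *MCM10* (ENSGALG00000034198) −0.82 (SE 0.22, adjusted p = 0.014), −1.07 (SE 0.22, adjusted p = 0.0027) and −0.95 (SE 0.22, adjusted p = 0.0051) and for *CDC20* (ENSGALG00000009971) −1.03 (SE 0.091, adjusted p = 9.1e-06), −0.80 (SE 0.091, adjusted p = 3.9e-05) and −0.71 (SE 0.091, adjusted p = 8.6e-05). *MCM5* was at 13304 ± 949.8, 6234 ± 689 and 5427 ± 1161 normalized counts in developing, 6hPR and 6hPR + FGF2 RPE at E4 and at 6657 ± 547, 2709 ± 199.6 and 2155 ± 99.4 at E5. For *MCM10* in developing RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.0049 to 0.15 over the 13 alternatives), and without E4 developing replicate 2, or E5 developing replicate 3 (adjusted p up to 0.056).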

Two clusters were observed to be preferentially enriched in either E4 or E5 RPE regardless of treatment, which were termed as “plastic RPE” and “fate-restricted RPE” clusters, respectively. Pathways observed in the plastic E4 RPE were dominated by terms suggesting increased proliferation, including cell cycle, DNA metabolic process, and the E2F pathway. Conversely, pathways associated with fate restricted RPE suggested that E5 RPE undergoes significant increases in gene expression related to functional characteristics, including pigment synthesis, melanosome function, and genes encoding solute carrier (SLC) proteins. Finally, the last two clusters were enriched preferentially in the E5 RPE in either injured (6hPR) or FGF2-treated conditions, suggesting that E5 RPE could adopt novel treatment responses to retinectomy and FGF2. 

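The median row-scaled value (mean ± SD, n = 3) of the injured E5 RPE cluster (482 genes, 442 in the limma list) was −1.18 ± 0.10, −0.25 ± 0.20 and −0.30 ± 0.14 in developing, 6hPR and 6hPR + FGF2 RPE at E4, and −0.17 ± 0.23, 1.11 ± 0.032 and 0.87 ± 0.098 at E5. That of the FGF-responsive E5 RPE cluster (523 genes, 463 in the limma list) was −0.75 ± 0.16, −0.30 ± 0.19 and 0.0041 ± 0.038 in developing, 6hPR and 6hPR + FGF2 RPE at E4, and −0.33 ± 0.60, −0.10 ± 0.24 and 1.52 ± 0.12 at E5. The spread of the FGF-responsive cluster was widest in developing E5 RPE, where its E5 to E4 difference ranged from 0.130 without E5 developing replicate 1 to 0.711 without E5 developing replicate 3.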

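Normalized counts (mean ± SD, n = 3) and limma log2 fold changes from E4 to E5 follow for genes of the 2 clusters, in the order developing, 6hPR and 6hPR + FGF2 RPE. *MMP9* (ENSGALG00000006992) was at 5.01 ± 4.89, 187 ± 83.1 and 1879 ± 1016 at E4 and at 0 ± 0, 855 ± 157 and 5687 ± 532 at E5, with stage differences of −2.63 (SE 0.76, adjusted p = 0.021), 2.27 (SE 0.76, adjusted p = 0.047) and 1.72 (SE 0.76, adjusted p = 0.1). *ITGA2* (ENSGALG00000014903) was at 379 ± 43.8, 620.1 ± 74.5 and 1011 ± 119 at E4 and at 723 ± 266, 667 ± 169.7 and 3084 ± 152 at E5, with stage differences of 0.88 (SE 0.21, adjusted p = 0.0077), 0.084 (SE 0.21, adjusted p = 0.84) and 1.61 (SE 0.21, adjusted p = 1e-04). *ITGAV* (ENSGALG00000002655) was at 10054 ± 1393, 10402 ± 1246 and 10959.8 ± 828 at E4 and at 15674 ± 5270.5, 11827 ± 2097 and 34486 ± 2525 at E5, with stage differences of 0.60 (SE 0.19, adjusted p = 0.032), 0.18 (SE 0.19, adjusted p = 0.57) and 1.65 (SE 0.19, adjusted p = 3.3e-05). *DUSP1* (ENSGALG00000040360) was at 869 ± 78.2, 1768 ± 1123 and 4189 ± 1423 at E4 and at 1893 ± 358, 7678 ± 1591 and 9628 ± 667 at E5, with stage differences of 1.11 (SE 0.33, adjusted p = 0.024), 2.28 (SE 0.33, adjusted p = 0.00022) and 1.25 (SE 0.33, adjusted p = 0.011). *DUSP5* (ENSGALG00000032618) was at 2489 ± 578, 6152 ± 3293 and 11589 ± 2282 at E4 and at 3346 ± 732, 13363 ± 923 and 17303 ± 969 at E5, with stage differences of 0.43 (SE 0.27, adjusted p = 0.3), 1.24 (SE 0.27, adjusted p = 0.0044) and 0.60 (SE 0.27, adjusted p = 0.11). *CRYAA* (ENSGALG00000016199) was at 30.1 ± 7.03, 41.9 ± 8.94 and 40.3 ± 25.2 at E4 and at 71.9 ± 27.6, 209 ± 41.1 and 92.1 ± 16.4 at E5, with stage differences of 1.19 (SE 0.40, adjusted p = 0.045), 2.31 (SE 0.40, adjusted p = 0.00088) and 1.34 (SE 0.40, adjusted p = 0.021). *SOUL* (ENSGALG00000012464) was at 801 ± 119.9, 3462 ± 1019 and 1468 ± 233 at E4 and at 1306 ± 145, 18885 ± 1976 and 6869 ± 1684 at E5, with stage differences of 0.71 (SE 0.21, adjusted p = 0.022), 2.48 (SE 0.21, adjusted p = 4.2e-06) and 2.21 (SE 0.21, adjusted p = 1.3e-05). *MMP9* was at 0 in every developing E5 library, so its fitted change there depends on the pseudocount, and against the limit of 3 counts it was at least 262-fold higher in 6hPR and 1741-fold higher in 6hPR + FGF2 RPE at E5.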

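Some stage differences of these genes rest on few libraries or on the fit (limma adjusted p). A fit of the groups compared alone lost the calls of *ITGA2* in developing RPE (adjusted p from 0.00029 to 0.12 over the 13 alternatives) and *DUSP5* in 6hPR RPE (from 6.8e-05 to 0.092). For *MMP9* in developing RPE, the call was lost under a pseudocount of 5, array weights, a fit of the groups compared alone and edgeR (adjusted p from 0.0033 to 0.24 over the 13 alternatives), and without E4 developing replicate 1 or 2, or E5 developing replicate 1 (adjusted p up to 0.11). For *MMP9* in 6hPR RPE, the call was lost under limma without the trend and the chromosome W covariate (adjusted p from 3e-04 to 0.089 over the 13 alternatives), and without E4 6hPR replicate 1 or 3, or E5 6hPR replicate 1, 2 or 3 (adjusted p up to 0.16). For *MMP9* in 6hPR + FGF2 RPE, a call was made under a pseudocount of 1, a pseudocount of 5, a fit of the groups compared alone, edgeR and DESeq2 (adjusted p from 0.0046 to 0.14 over the 13 alternatives). For *ITGAV* in developing RPE, the call was lost under limma without the trend and a fit of the groups compared alone (adjusted p from 0.0053 to 0.24 over the 13 alternatives), and without E4 developing replicate 1 or 2, or E5 developing replicate 1 (adjusted p up to 0.15). For *DUSP1* in developing RPE, the call was lost without E4 developing replicate 1, 2 or 3, or E5 developing replicate 1 or 3 (adjusted p up to 0.081). For *DUSP1* in 6hPR + FGF2 RPE, the call was lost without E4 6hPR + FGF2 replicate 2 (adjusted p = 0.051). For *DUSP5* in 6hPR + FGF2 RPE, a call was made under array weights and a fit of the groups compared alone (adjusted p from 0.012 to 0.15 over the 13 alternatives). For *CRYAA* in developing RPE, the call was lost under 5 of the alternatives, among them quantile normalization, array weights, the chromosome W covariate and a fit of the groups compared alone (adjusted p from 0.014 to 0.15 over the 13 alternatives), and without E4 developing replicate 1, 2 or 3, or E5 developing replicate 1 or 3 (adjusted p up to 0.16). For *CRYAA* in 6hPR + FGF2 RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.0013 to 0.089 over the 13 alternatives), and without E4 6hPR + FGF2 replicate 2 or 3, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.086). For *SOUL* in developing RPE, the call was lost under array weights (adjusted p from 0.0053 to 0.053 over the 13 alternatives), and without E4 developing replicate 1 or 2, or E5 developing replicate 1 or 3 (adjusted p up to 0.083).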

Injury-dependent pathways in the E5 RPE included the regulation of cell adhesion and migration, as well as regulation of kinase activity, which could reflect genes with the potential to influence intracellular signal transduction (Supplementary File S3). In contrast, genes associated with FGF2 treatment in E5 RPE pertained largely to lipid metabolism, ion homeostasis, and retinoid metabolism. Collectively, the identified gene clusters point toward significant increases in RPE maturation at E5. These identified gene programs reflect mature RPE function and behavior, including ECM alterations, the dampening of proliferation, increased pigment production, and retinoid metabolism.

**FIGURE 2:**
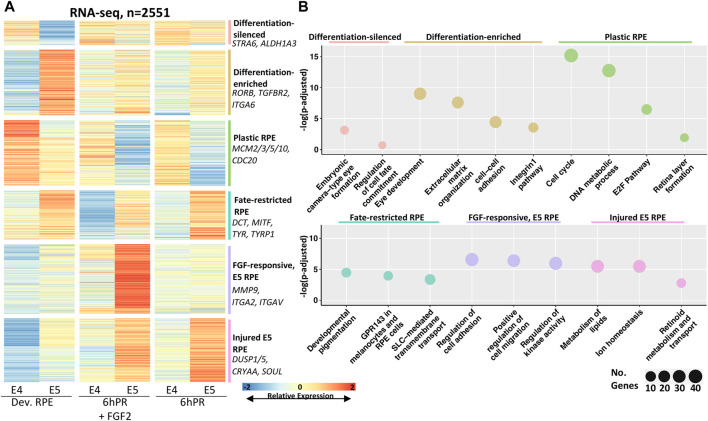
Clustering of differentially expressed genes reveals expression programs associated with RPE commitment and reprogramming. **(A)** Affinity propagation clustering was performed on all genes that are differentially expressed across the E4 to E5 window by the criteria |LFC| ≥ 1 and adj. *p*-value ≤ 0.05 (*n* = 2551), resulting in six clusters. Key genes are summarized on the right of heatmap. The heatmap intensity displays row-normalized gene counts. **(B)** Bubble charts display select gene ontology terms associated with each cluster. Adj. *p*-value is plotted on *y*-axis and the bubble size is proportional to number of terms identified in the analysis.

### Retinectomy and FGF2 can Activate Initial Signatures of RPE Reprogramming Past the Window of Lineage Restriction

Embryonic RPE reprogramming has been shown to initiate with the activation of neural retina genes *VSX2* and *ASCL1*, as well as eye field transcription factors such as *PAX6*, *LHX2*, and *SIX6* (Luz-Madrigal et al., 2014; Tangeman et al., 2021). As such, we sought to determine if the loss of neural competence from the E5 RPE may reside in a failure to activate genes necessary for neural retina fate. *VSX2* is one of the earliest markers to become activated in neural retina progenitors and delineates them from their RPE counterparts (Liu et al., 1994; Fuhrmann, 2010). As expected, we observed the robust activation of *VSX2* in E4 RPE 6hPR + FGF2, as well as 6hPR in the absence of FGF2 treatment, as retinectomy alone has been shown to be sufficient to activate *VSX2* (Figure 3A) (Luz-Madrigal et al., 2014; Tangeman et al., 2021). Interestingly, *VSX2* was expressed at similar levels in E4 and E5 RPE at 6hPR + FGF2, suggesting that *VSX2* activation is not restricted concomitantly with RPE fate restriction. *VSX2* accessibility paralleled our gene expression observations, with dramatically increased promoter accessibility observed after 6hPR + FGF2 in both the E4 and E5 RPE (Figure 3A, shaded pink). In addition, the eye field transcription factor *SIX6* was up regulated in E4 RPE after 6hPR + FGF2, consistent with our previous report (Figure 3B) (Luz-Madrigal et al., 2014). 

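*SIX6* (ENSGALG00000020359) rose at E4 from 107 ± 26.3 in developing RPE to 1191 ± 496 in 6hPR and 7306 ± 734 in 6hPR + FGF2 RPE (mean ± SD of normalized counts, n = 3), with limma log2 fold changes of 3.39 (SE 0.71, adjusted p = 0.005) and 6.11 (SE 0.71, adjusted p = 2.6e-05). The further step from 6hPR to 6hPR + FGF2 was 2.72 (SE 0.71, adjusted p = 0.028).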

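*SIX6* at E5 was at 1448 ± 1769.7 in developing, 919.8 ± 297 in 6hPR and 2689 ± 948 in 6hPR + FGF2 RPE (mean ± SD, n = 3). Between E4 and E5 its limma log2 fold change was 2.85 (SE 0.71, adjusted p = 0.0091) in developing RPE, −0.32 (SE 0.71, adjusted p = 0.81) in 6hPR RPE and −1.49 (SE 0.71, adjusted p = 0.13) in 6hPR + FGF2 RPE. Within E5, the change against developing RPE was 0.22 (SE 0.71, adjusted p = 0.88) in 6hPR and 1.77 (SE 0.71, adjusted p = 0.075) in 6hPR + FGF2 RPE. For *SIX6* between stages in developing RPE, the call was lost under a fit of the groups compared alone (adjusted p from 3.8e-06 to 0.19 over the 13 alternatives). For *SIX6* between stages in 6hPR + FGF2 RPE, a call was made under array weights and a fit of the groups compared alone (adjusted p from 0.0093 to 0.17 over the 13 alternatives). For *SIX6* within E5, a call was made without E5 developing replicate 2 (adjusted p = 0.00088). Developing E5 replicates 1 to 3 held 695, 3469.8 and 179.5 normalized counts, so the baseline at E5 rests on a library with neural retina transcripts.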

*SIX6* expression in the 6hPR + FGF2 samples was higher at E4 than at E5 (Figure 3B), although the statistical evidence for the increase in mean expression was modest (LFC = −1.44, adj. *p* = 0.1). Similar to *VSX2*, *SIX6* promoter region accessibility tracked closely with our observed changes in expression, with increased accessibility in the E4 RPE after 6hPR + FGF2, and slightly increased accessibility in the E5 RPE after 6hPR + FGF2 (Figure 3B, shaded pink). *PAX6*, which is expressed highly in the neural retina but also is expressed at lower levels in the RPE (Bharti et al., 2012), did not increase in expression in E4 RPE 6hPR + FGF2 when compared to the developing E4 RPE (Figure 3C). In contrast, *PAX6* was expressed lower in the developing E5 RPE relative to E4 levels but increased in the E5 RPE after 6hPR + FGF2 to similar levels as observed at E4 (Figure 3C). Additionally, *LHX2* and *ASCL1* were activated to similar levels in both the E4 and E5 RPE after 6hPR + FGF2, and also showed increases in response to 6hPR alone at both stages (Figures 3D,E). 

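*PAX6* (ENSGALG00000012123) was at 7791 ± 446 in developing, 6929.5 ± 2082 in 6hPR and 9196 ± 728 in 6hPR + FGF2 RPE at E4 and at 4364 ± 1484 in developing, 7158 ± 259 in 6hPR and 7585 ± 820.0 in 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3). From E4 to E5 its limma log2 fold change was −0.89 (SE 0.21, adjusted p = 0.0064) in developing RPE. For *PAX6* between stages in developing RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.00072 to 0.097 over the 13 alternatives).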

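Against developing RPE of the same stage, the limma log2 fold change of *PAX6* (n = 3) was −0.21 (SE 0.21, adjusted p = 0.59) in 6hPR and 0.24 (SE 0.21, adjusted p = 0.49) in 6hPR + FGF2 RPE at E4, and 0.77 (SE 0.21, adjusted p = 0.017) and 0.85 (SE 0.21, adjusted p = 0.0065) at E5. Between the stages it was 0.092 (SE 0.21, adjusted p = 0.82) in 6hPR and −0.28 (SE 0.21, adjusted p = 0.34) in 6hPR + FGF2 RPE. For *PAX6* at E5 in 6hPR RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.0055 to 0.15 over the 13 alternatives), and without E5 developing replicate 1 or 3, or E5 6hPR replicate 2 or 3 (adjusted p up to 0.061). For *PAX6* at E5 in 6hPR + FGF2 RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.0011 to 0.092 over the 13 alternatives). Called at E5 only, the response had an interaction of 0.98 (SE 0.30, adjusted p = 0.088) for 6hPR and 0.61 (SE 0.30, adjusted p = 0.24) for 6hPR + FGF2.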

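*LHX2* (ENSGALG00000001124) was at 3169.5 ± 324 in developing, 4125 ± 1039.9 in 6hPR and 5578 ± 789.9 in 6hPR + FGF2 RPE at E4 and at 4238 ± 96.8 in developing, 4951 ± 59.4 in 6hPR and 5767 ± 830.1 in 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3). Its limma log2 fold change against developing RPE was 0.36 (SE 0.15, adjusted p = 0.13) in 6hPR and 0.81 (SE 0.15, adjusted p = 0.0011) in 6hPR + FGF2 RPE at E4, and 0.22 (SE 0.15, adjusted p = 0.32) and 0.44 (SE 0.15, adjusted p = 0.037) at E5. From E4 to E5 it was 0.42 (SE 0.15, adjusted p = 0.052) in developing, 0.29 (SE 0.15, adjusted p = 0.19) in 6hPR and 0.048 (SE 0.15, adjusted p = 0.86) in 6hPR + FGF2 RPE. For *LHX2* at E4 in 6hPR RPE, a call was made without E4 6hPR replicate 1 (adjusted p = 0.045). For *LHX2* at E5 in 6hPR RPE, a call was made under a fit of the groups compared alone (adjusted p from 0.049 to 0.43 over the 13 alternatives). For *LHX2* at E5 in 6hPR + FGF2 RPE, the call was lost under 5 of the alternatives, among them quantile normalization, limma without the trend, array weights and a fit of the groups compared alone (adjusted p from 0.017 to 0.067 over the 13 alternatives), and without E5 developing replicate 1, 2 or 3, or E5 6hPR + FGF2 replicate 1 or 3 (adjusted p up to 0.16). For *LHX2* between stages in developing RPE, a call was made under the mean limit of 10, quantile normalization, a fit of the groups compared alone and DESeq2 (adjusted p from 0.031 to 0.078 over the 13 alternatives), and without E4 developing replicate 3 (adjusted p = 0.046). For *LHX2* between stages in 6hPR RPE, a call was made under array weights (adjusted p from 0.024 to 0.35 over the 13 alternatives), and without E4 6hPR replicate 2 (adjusted p = 0.013).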

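Whether the response to 6hPR + FGF2 differs between E4 and E5 was tested as an interaction in limma (E5 response minus E4 response, log2, n = 3 per group). Besides *PAX6*, the interaction was −0.38 (SE 0.21, adjusted p = 0.31) for *LHX2* and −4.34 (SE 1.0, adjusted p = 0.022) for *SIX6*, and of these 3 only that of *SIX6* was called. For *SIX6*, the call was lost under a fit of the groups compared alone (adjusted p from 3.2e-05 to 0.066 over the 13 alternatives), and without E4 developing replicate 2, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.061).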

Altogether, our observed gene expression changes suggest that genes encoding neurogenic transcription factors exhibit similar regulatory patterns in response to retinectomy and FGF2 treatment in both the E4 and E5 RPE.

**FIGURE 3:**
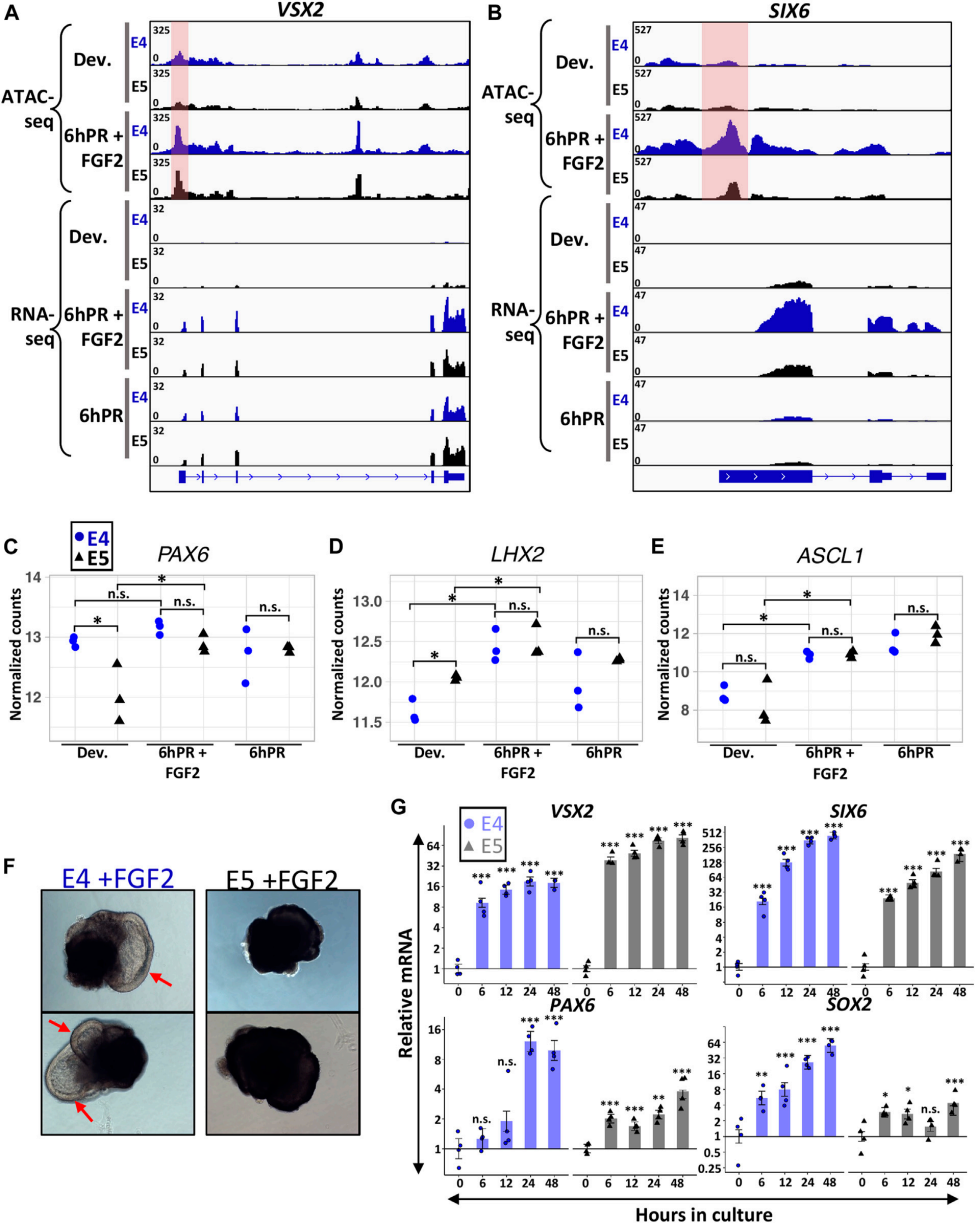
Neural retina identity genes are active 6hPR + FGF2 at E4 and E5. Genome browser views display the *VSX2* **(A)** and *SIX6* **(B)** loci, with the normalized counts for ATAC-seq and RNA-seq assays summarized in the coverage tracks above. The highlighted pink area represents changes in promoter-region accessibility. Normalized gene expression counts are displayed for neural retina-associated genes *PAX6* **(C)** *LHX2* **(D)** and *ASCL1* **(E)**. The *y*-axes are log-transformed. Asterisk (*) denotes an Adj. *p*-value ≤ 0.05. n.s., not significant. **(F)** Two representative RPE explants are shown after 48 h in culture in the presence of FGF2 at E4 (left) or E5 (right). Red arrows point to RPE-derived neural retina from E4 explants. **(G)** Gene expression was measured *via* RT-qPCR using explants cultured in the presence of FGF2 at E4 or E5 and collected at the specified time points. Bar chart displays the average expression, and the error bars represent standard error of the treatment mean based on ANOVA. Each dataset is normalized to basal levels observed at time 0; *y*-axes are log_2_-transformed. qPCR significance: n.s. denotes not significant, * denotes *p*-value < 0.05, ** denotes *p*-value < 0.01, *** denotes *p*-value < 0.001.

In order to explore stage-specific regulation of neural retina identity factors past 6 h, we turned to an RPE explant culture system that mirrors the *in vivo* reprogramming phenotype in an FGF2-dependent manner (Sakami et al., 2008). E4 RPE explants cultured in the presence of FGF2 show clear neural retina domains within 48 h of culture, whereas no neural morphology is observed using E5 RPE explants cultured for 48 h with FGF2 (Figure 3F). In addition, no neural features are observed at either stage when cultured in the absence of FGF2 for 48 h (Supplementary Figure S4A). Using this set-up, we monitored the expression of neural retina factors *VSX2*, *SIX6,* and *PAX6 via* RT-qPCR by collecting either E4 or E5 explants at 6,12, 24, and 48 h in culture (Figure 3G). In agreement with our *in vivo* observations, we observed potent up regulation of *VSX2* in both the E4 and E5 RPE explants as early as 6 h of culture, and *VSX2* levels remained increased at both stages through 48 h. Similarly, we observed up-regulation of *SIX6* after 6 h of culture using E4 RPE explants. However, in contrast to our *in vivo* results, we were able to observe strong evidence for elevated *SIX6* expression using E5 RPE explants, and this high level of expression was maintained through 48 h of culture. Quantification of *PAX6* further validated our RNA-seq results, in which we did not observe evidence of up-regulation after 6 h of culture using E4 RPE explants, but we did observe a slight increase in expression after 6 h using E5 RPE explants. However, the E4 RPE explants underwent a dramatic increase in *PAX6* levels after 24 h of culture, and displayed a regulatory pattern distinctly more robust than observed in E5 RPE. Notably, our qPCR results for *PAX6* in the E5 explants displayed heteroscedasticity (Levene’s test α = 0.01), although the nonparametric Dunn’s test still indicated evidence of difference from control (*p* < 0.05) at 24 and 48 h in culture (Supplementary File S1). As expected, the neural progenitor marker *SOX2* was robustly elevated in the E4 RPE explants early during culture, and although we observed small increases in *SOX2* expression at several time points using E5 RPE explants, they differed from our observations at E4 by several orders of magnitude. Collectively, these observations reinforce the concept that the neural retina factors *VSX2* and *SIX6* remain FGF2-inducible past the window of RPE lineage restriction. However, it is possible that *PAX6*, which has context-specific roles that delineate its RPE and neural retina functions (Bharti et al., 2012; Raviv et al., 2014), could be regulated during later stages of RPE reprogramming to influence neural competence.

### RPE Enters Stable Proliferative Quiescence Concomitant With the Loss of Neural Competency

Mature RPE remains mitotically quiescent throughout the entire lifetime of an individual, but RPE cells can be coaxed to divide *in vitro* under the direction of growth factors (Stern and Temple, 2015). It is not known whether proliferation is required for RPE to neural retina reprogramming, although cell type specification during neural retina development is highly coordinated with cell cycle timing (Dyer and Cepko, 2001). A study of the initial non-proliferative stage of embryonic RPE reprogramming (6hPR) uncovered that RPE undergoes a transient repression of cell cycle genes in response to retinectomy and FGF2 treatment (Tangeman et al., 2021). However, by 24 h PR and FGF2 treatment, dedifferentiated RPE cells become BrdU positive and p27kip1 negative, and begin proliferating to form a neuroepithelium (Luz-Madrigal et al., 2014). Given our observations, we sought to determine if proliferative status could be associated with the loss of neural competency from E5 RPE. Using EdU incorporation to measure S-phase entry, we observed that E5 RPE 24 h PR and with FGF2 treatment resulted in almost complete absence of EdU+ RPE cells compared to the equivalent E4 RPE (Figures 4A–C). EdU staining performed using the developing (untreated) posterior RPE revealed that S-phase entry was progressively reduced from E3 to E5 of development, coinciding with the loss of neural competence (Supplementary Figure S4B,C). Thus, the basal proliferative status of the developing RPE strictly correlates with the observed ability for RPE to undergo FGF2-induced proliferation and reprogramming.

**FIGURE 4:**
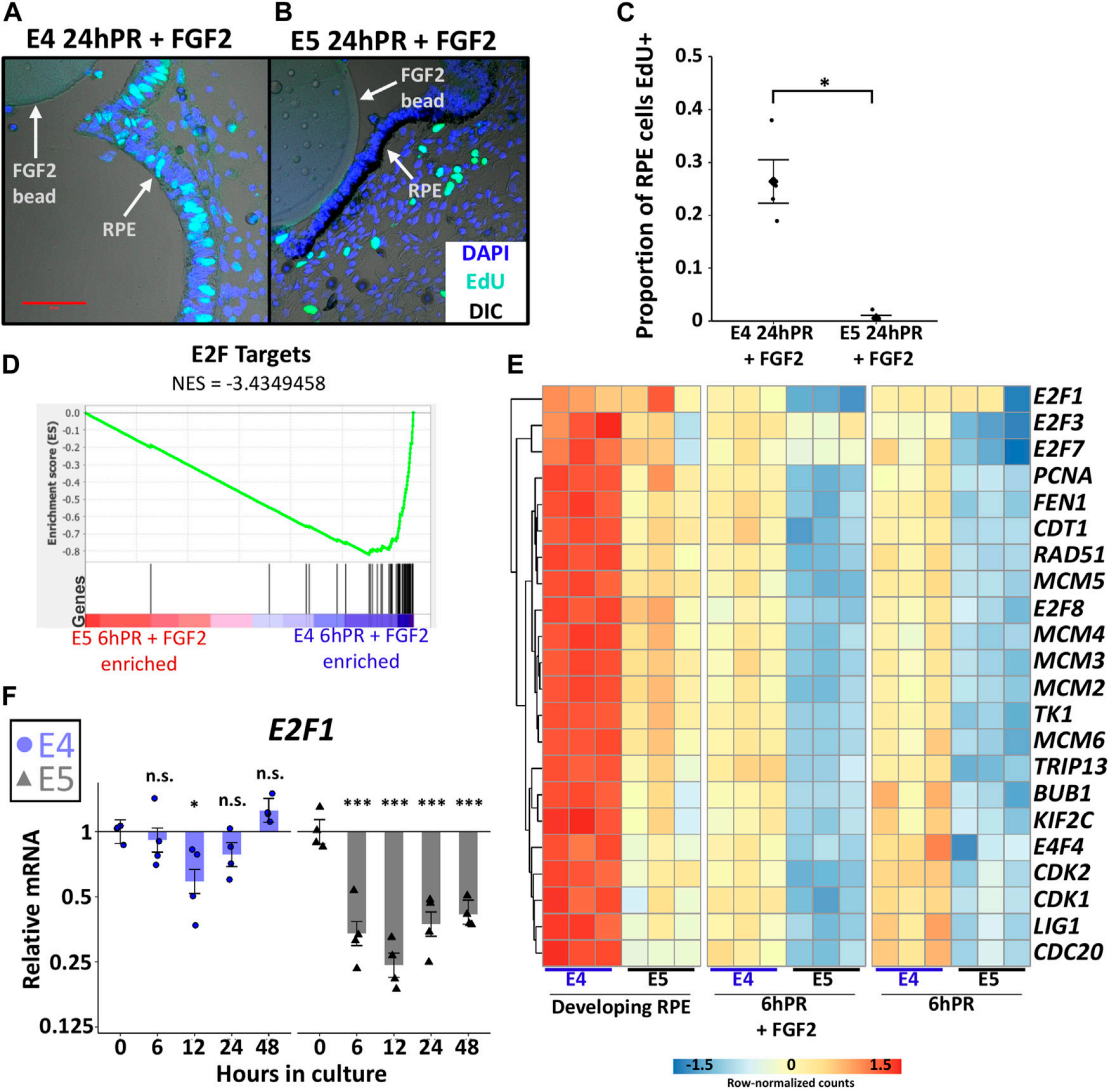
Proliferation is tightly regulated across the window of RPE cell fate restriction. **(A)** EdU and DAPI fluorescence staining of embryo sections collected 24 h PR (24hPR) and FGF2 treatment was performed at either E4 **(A)** or E5 **(B)**. Fluorescence channels are overlayed with differential interference contrast (DIC) image. 50 μm scale bar in **(A)** applies to both panels. Chart displays the proportion of EdU positive RPE cells observed 24hPR + FGF2 at E4 and E5 **(C)**. Diamond represents mean proportion; asterisk (*) denotes Adj. *p* value <0.05. **(D)** Gene set enrichment analysis (GSEA) was performed on normalized RNA-seq expression values from 6hPR + FGF2 E4 and E5 samples. A low normalized enrichment score (NES = −3.4349458) for E2F targets indicates high enrichment in the E4 6hPR + FGF2 RPE and depletion from the E5 6hPR + FGF2 RPE. Each black vertical bar represents a gene in the pathway. **(E)** The row-normalized heatmap displays RNA-seq expression values for E2F targets genes and proliferation-associated factors. **(F)** RT-qPCR was used to measure *E2F1* expression in E4 and E5 explants cultured in the presence of FGF2 and collected at the specified time points. Bar chart displays the average expression value, and the error bars represent standard error of the treatment mean based on ANOVA. Each dataset is normalized to basal levels observed at time 0; *y*-axes are log_2_-transformed. qPCR significance: n.s. denotes not significant, * denotes *p*-value < 0.05, ** denotes *p*-value < 0.01, *** denotes *p*-value < 0.001.

We next sought to characterize the observed proliferation patterns in the context of gene expression changes. Gene set enrichment analysis (GSEA) of our samples revealed a consistent enrichment of the term “E2F target genes” in E4 RPE relative to E5 RPE using both developing and 6hPR + FGF2 conditions (Figure 4D and Supplementary Figure S4D). 

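The list of E2F targets was not used here. In its place stand the S phase list (37 of 43 genes in the data) and the G2/M list (43 of 54) of Seurat, fixed beforehand and tested with camera from limma at a preset correlation of 0.01. From E4 to E5 the median log2 fold change of the S phase list was −0.72 (adjusted p = 6.92e-22) in developing, −0.84 (adjusted p = 1.53e-25) in 6hPR and −0.80 (adjusted p = 1.21e-21) in 6hPR + FGF2 RPE. That of the G2/M list was −0.69 (adjusted p = 5.21e-21), −0.67 (adjusted p = 2.85e-21) and −0.51 (adjusted p = 6.71e-13). With p adjusted over the list alone, 35, 34 and 33 S phase genes and 39, 38 and 31 G2/M genes were called lower at E5. Every call holds under fry. With the correlation estimated from the data, the adjusted p was 0.0497 for all but the G2/M list in 6hPR + FGF2 RPE, where it was 0.119. Among alternative scalings, quantile normalization moved the medians most, that of the G2/M list in 6hPR + FGF2 RPE to −0.60.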

The E2F family of transcription factors are master regulators of cell cycle progression, and the activity of E2F can be assayed *via* the expression of E2F target genes (Kent and Leone, 2019). To further break down the transcriptional control of cell cycle regulators during early RPE reprogramming, we plotted the expression of known E2F targets and related cell cycle mediators (Figure 4E). 

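At E4, the median log2 fold change of the S phase list against developing RPE was −0.80 (adjusted p = 2.83e-31) after 6hPR and −0.83 (adjusted p = 1.27e-25) after 6hPR + FGF2 (camera in limma). Of 22 cell cycle genes labelled in the heatmap and found in the data, limma called 20 lower after 6hPR and 20 lower after 6hPR + FGF2, none higher, a list chosen by the study and so not independent evidence. *PCNA* (ENSGALG00000029292) fell from 24440.1 ± 732 in developing to 13394 ± 434 normalized counts in 6hPR + FGF2 RPE (mean ± SD, n = 3), with a log2 fold change of −0.87 (SE 0.13, adjusted p = 0.00026). In the same comparison *CDT1* (ENSGALG00000013784) fell by 1.03 log2 units (SE 0.14, adjusted p = 1e-04), *CDK1* (ENSGALG00000003085) changed by −0.63 (SE 0.12, adjusted p = 0.0012) and *BUB1* (ENSGALG00000008233) by −0.76 (SE 0.15, adjusted p = 0.0017). From 6hPR to 6hPR + FGF2 at E4 limma called none of the 22, with a median of −0.071, and DESeq2 called *CDK2* lower (adjusted p = 0.019).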

Largely, the observed trends echoed previous findings that cell cycle related gene expression is repressed in E4 RPE after 6hPR + FGF2, during the initial non-proliferative phase (Tangeman et al., 2021). However, our novel findings reveal that this trend is exacerbated in E5 RPE, as the E5 RPE exhibits lower basal levels of cell cycle transcripts that are further repressed following retinectomy or FGF2 treatment. 

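In developing RPE, before any treatment, 21 of the 22 heatmap genes found in the data were called lower at E5 than at E4 in limma, and *PCNA* was at 15409 ± 4027 normalized counts (mean ± SD, n = 3) at E5, a log2 fold change of −0.70 (SE 0.13, adjusted p = 0.0014). At E5 the S phase list changed by a further −0.89 (adjusted p = 1.07e-27) after 6hPR and −0.87 (adjusted p = 8.41e-22) after 6hPR + FGF2 (median log2 fold change against developing E5 RPE), and 19 and 19 of the 22 were called lower. *PCNA* was then at 6812 ± 308, a log2 fold change of −1.15 (SE 0.13, adjusted p = 1.1e-05) from developing E5 RPE. From 6hPR to 6hPR + FGF2 at E5 the median of the 22 was −0.097, and limma called 2 higher and none lower, *E2F3* (ENSGALG00000012680) with 0.65 (SE 0.14, adjusted p = 0.0042) and *E2F7* (ENSGALG00000031340) with 1.03 (SE 0.30, adjusted p = 0.02), while DESeq2 also called *E2F1* and *MCM5* lower (adjusted p = 0.0099 and 0.045). Between stages in 6hPR + FGF2 RPE 19 of the 22 were called lower at E5. The response of the S phase list at E5 minus that at E4 was −0.084 (adjusted p = 0.141) for 6hPR and −0.073 (adjusted p = 0.137) for 6hPR + FGF2, and no gene of the 22 had a called interaction. For the G2/M list, for which no interaction was tested, the medians of the same difference were 0.014 for 6hPR and 0.175 for 6hPR + FGF2, with 23 and 34 of 43 genes above 0. Under quantile normalization the S phase interactions were called, at −0.14 (adjusted p = 0.0174) and −0.17 (adjusted p = 0.0191).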

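*E2F1* (ENSGALG00000003045) was at 2702 ± 252 in developing, 2027 ± 53.4 in 6hPR and 1933 ± 134 in 6hPR + FGF2 RPE at E4 and at 2545 ± 734 in developing, 1686 ± 687 in 6hPR and 994 ± 50.4 in 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3). Its limma log2 fold change from E4 to E5 was −0.12 (SE 0.25, adjusted p = 0.8) in developing, −0.37 (SE 0.25, adjusted p = 0.35) in 6hPR and −0.96 (SE 0.25, adjusted p = 0.011) in 6hPR + FGF2 RPE. *E2F7* (ENSGALG00000031340) was at 1243 ± 155 in developing, 661 ± 165 in 6hPR and 581 ± 115 in 6hPR + FGF2 RPE at E4 and at 666 ± 284 in developing, 225 ± 50.1 in 6hPR and 451 ± 23.8 in 6hPR + FGF2 RPE at E5, with −1.01 (SE 0.30, adjusted p = 0.023), −1.54 (SE 0.30, adjusted p = 0.0018) and −0.35 (SE 0.30, adjusted p = 0.41) between the stages. *E2F2* was not analysed here. For *E2F7* in developing RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.0095 to 0.19 over the 13 alternatives), and without E4 developing replicate 2 or 3, or E5 developing replicate 3 (adjusted p up to 0.086). For *E2F1*, the change from developing to 6hPR + FGF2 RPE was −0.48 (SE 0.25, adjusted p = 0.21) at E4 and −1.32 (SE 0.25, adjusted p = 0.001) at E5, with an interaction of −0.84 (SE 0.36, adjusted p = 0.18).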

Interestingly, the E2F factors *E2F1*, *E2F2*, and *E2F7* each contributed to this trend with slightly different expression dynamics (Figure 4E). To further observe E2F dynamics past 6 h, we performed RT-qPCR to measure E2F dynamics through 48 h using our E4 and E5 RPE explant system. Similarly, we observed an initial slight repression of *E2F1* expression within 12 h of E4 explant culture in the presence of FGF2, but expression was recovered by 48 h (Figure 4F). In contrast, *E2F1* expression was rapidly repressed following the culture of E5 explants with FGF2, and *E2F1* repression was maintained through 48 h of culture (Figure 4F). Together, our results point toward a model in which RPE cells stably exit the cell cycle as development progresses, between E4 and E5. Following this restriction point, RPE cells cannot be induced to proliferate by retinectomy and FGF2 treatment, and the E2F family of cell cycle regulators are likely to play an instrumental role in the loss of proliferative capacity. Thus, it is possible that proliferation is a necessary requisite for RPE to neural retina reprogramming, although it should be noted that in some contexts E2F factors can induce RPE proliferation in the absence of a change in cell identity (Kampik et al., 2017).

### Broad Attributes of RPE Maturation Are Enhanced in the E5 RPE Independently of Retinectomy and FGF2 Treatment

Embryonic RPE reprogramming initiates with the simultaneous activation of neural retina gene programs and the repression of RPE identity factors, and these changes are transcriptionally detectable within the first 6 h following retinectomy and FGF2 treatment. Our initial results indicated that the E5 RPE can be induced to express key genes associated with neural retina fate (Figure 3), so we next asked if RPE dedifferentiation may be hindered by a failure to efficiently repress RPE identity factors. Indeed, our RNA-seq observations suggested that E5 RPE was consistently enriched for numerous factors associated with functional characteristics of mature RPE, in many cases independently of retinectomy or FGF2 treatment. The RPE determining transcription factor *OTX2* was enriched in E5 RPE relative to E4 RPE across all tested conditions (Figure 5A). Similarly, the pigmentation regulator *MITF* was repressed by retinectomy and FGF2 treatment at both stages but remained elevated at E5 relative to E4 levels. 

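*OTX2* (ENSGALG00000034889) was at 19369 ± 2250.1 in developing, 22067 ± 2901 in 6hPR and 16113 ± 809 in 6hPR + FGF2 RPE at E4 (normalized counts, mean ± SD, n = 3) and at 23177 ± 1678 in developing, 30746 ± 1548 in 6hPR and 22687 ± 954 in 6hPR + FGF2 RPE at E5. From E4 to E5 its limma log2 fold change was 0.26 (SE 0.098, adjusted p = 0.067) in developing, 0.49 (SE 0.098, adjusted p = 0.0025) in 6hPR and 0.49 (SE 0.098, adjusted p = 0.0019) in 6hPR + FGF2 RPE. For *OTX2* in developing RPE, a call was made under DESeq2 (adjusted p from 0.044 to 0.2 over the 13 alternatives), and without E4 developing replicate 3, or E5 developing replicate 2 (adjusted p down to 0.022).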

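*MITF* (ENSGALG00000039583) was at 6068 ± 676 in developing, 2145 ± 767 in 6hPR and 1176 ± 193 in 6hPR + FGF2 RPE at E4 and at 6666 ± 1668 in developing, 2599 ± 664 in 6hPR and 2879 ± 34.7 in 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3). Against developing RPE its limma log2 fold change was −1.57 (SE 0.25, adjusted p = 8e-04) in 6hPR and −2.38 (SE 0.25, adjusted p = 1.2e-05) in 6hPR + FGF2 RPE at E4, and −1.36 (SE 0.25, adjusted p = 0.0014) and −1.18 (SE 0.25, adjusted p = 0.0025) at E5. Between E4 and E5 it was 0.11 (SE 0.25, adjusted p = 0.82) in developing, 0.32 (SE 0.25, adjusted p = 0.43) in 6hPR and 1.31 (SE 0.25, adjusted p = 0.0017) in 6hPR + FGF2 RPE, the last of which was called, while the interaction for 6hPR + FGF2 was 1.19 (SE 0.36, adjusted p = 0.066) and not called. For *MITF* in the interaction test, a call was made under array weights, a fit of the groups compared alone and DESeq2 (adjusted p from 0.015 to 0.1 over the 13 alternatives), and without E5 developing replicate 1 (adjusted p = 0.027).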

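*SOX9* (ENSGALG00000004386) was at 7496 ± 613 in developing, 6655 ± 341 in 6hPR and 4073 ± 508 in 6hPR + FGF2 RPE at E4 and at 7657 ± 1272 in developing, 8173 ± 182 in 6hPR and 6909 ± 432 in 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3). Between the stages its limma log2 fold change was 0.021 (SE 0.11, adjusted p = 0.94) in developing, 0.30 (SE 0.11, adjusted p = 0.075) in 6hPR and 0.77 (SE 0.11, adjusted p = 0.00022) in 6hPR + FGF2 RPE. For *SOX9* in 6hPR RPE, a call was made under array weights, a fit of the groups compared alone and DESeq2 (adjusted p from 0.024 to 0.19 over the 13 alternatives). The response to 6hPR + FGF2 was −0.88 (SE 0.11, adjusted p = 5.3e-05) at E4 and −0.14 (SE 0.11, adjusted p = 0.4) at E5, and the difference between these, 0.75 (SE 0.16, adjusted p = 0.014), was called. For *SOX9* in the interaction test, the call was lost under a fit of the groups compared alone (adjusted p from 0.00051 to 0.051 over the 13 alternatives).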

A similar pattern was observed for *SOX9*, which regulates visual cycle gene expression (Masuda et al., 2014), as we detected elevated *SOX9* levels in E5 RPE in both the 6hPR and 6hPR + FGF2 conditions. This pattern extended to other broad factors that are directly involved with RPE function, including the ion channel *BEST1* (Figure 5B) and retinol metabolism genes *RLBP1* and *RBP4* (Figure 5C). 

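For retinoid and channel genes, normalized counts (mean ± SD, n = 3) and limma log2 fold changes from E4 to E5 are given in the order developing, 6hPR and 6hPR + FGF2 RPE. *BEST1* (ENSGALG00000007217) was at 4689.6 ± 498, 6739 ± 2866 and 7398 ± 2291 at E4 and at 10317 ± 636, 21460 ± 740.5 and 25538 ± 5777 at E5, with stage differences of 1.14 (SE 0.25, adjusted p = 0.0035), 1.75 (SE 0.25, adjusted p = 0.00018) and 1.80 (SE 0.25, adjusted p = 0.00014). *RLBP1* (ENSGALG00000006676) was at 44593 ± 5652, 51853 ± 17082 and 49901 ± 13697 at E4 and at 135669 ± 34155, 143658 ± 17919 and 101257 ± 7041 at E5, with stage differences of 1.58 (SE 0.23, adjusted p = 0.00018), 1.51 (SE 0.23, adjusted p = 0.00028) and 1.05 (SE 0.23, adjusted p = 0.0032). *RBP4* (ENSGALG00000015374) was at 21.3 ± 20.0, 9.81 ± 9.99 and 23.0 ± 13.9 at E4 and at 1007 ± 874, 1444 ± 1121 and 130.5 ± 15.8 at E5, with stage differences of 5.40 (SE 1.3, adjusted p = 0.0058), 7.54 (SE 1.3, adjusted p = 0.00064) and 2.63 (SE 1.3, adjusted p = 0.13). For *RBP4* in 6hPR RPE, the call was lost under a fit of the groups compared alone (adjusted p from 2.3e-09 to 0.058 over the 13 alternatives). For *RBP4* in 6hPR + FGF2 RPE, a call was made under array weights and a fit of the groups compared alone (adjusted p from 0.013 to 0.21 over the 13 alternatives). *RBP4* varied widely between replicates, from 151 to 2139.7 normalized counts in E5 6hPR RPE.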

Interestingly, we did not detect an evident difference in *RPE65* expression (Figure 5C), although *RPE65* may be associated with RPE function at later stages of maturation (Petrus-Reurer et al., 2021). In addition, genes associated with pigment synthesis, including the paralogous eumelanin synthesis genes *TYR*, *DCT*, and *TYRP1*, as well as the catecholamine methyltransferase *COMT*, were consistently enriched in E5 RPE across the observed conditions. In contrast, the melanocortin receptor *MC1R* was enriched in E5 RPE, but only in the 6hPR condition (Figure 5D). 

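*RPE65* (ENSGALG00000011259) was at 494 ± 59.0 in developing, 525 ± 263 in 6hPR and 202 ± 61.3 in 6hPR + FGF2 RPE at E4 and at 744 ± 122 in developing, 585 ± 52.2 in 6hPR and 197 ± 15.2 in 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3). Its limma log2 fold change from E4 to E5 was 0.58 (SE 0.28, adjusted p = 0.15) in developing, 0.26 (SE 0.28, adjusted p = 0.57) in 6hPR and 0.012 (SE 0.28, adjusted p = 1) in 6hPR + FGF2 RPE. From developing to 6hPR + FGF2 RPE it changed by −1.33 (SE 0.28, adjusted p = 0.0028) at E4 and −1.90 (SE 0.28, adjusted p = 9.5e-05) at E5.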

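For enzymes of pigment synthesis, normalized counts (mean ± SD, n = 3) and limma log2 fold changes from E4 to E5 are given in the order developing, 6hPR and 6hPR + FGF2 RPE. *TYR* (ENSGALG00000017237) was at 65357 ± 6147, 67147 ± 13692 and 55322 ± 15377 at E4 and at 117290 ± 14697, 147824 ± 17233 and 97989.5 ± 6028 at E5, with stage differences of 0.84 (SE 0.18, adjusted p = 0.0036), 1.15 (SE 0.18, adjusted p = 0.00043) and 0.86 (SE 0.18, adjusted p = 0.0029). *DCT* (ENSGALG00000016899) was at 107770 ± 12996, 114721 ± 19336 and 95702 ± 21859.8 at E4 and at 264350 ± 27917, 264205 ± 6632 and 236900 ± 17424 at E5, with stage differences of 1.30 (SE 0.15, adjusted p = 4.7e-05), 1.22 (SE 0.15, adjusted p = 8.4e-05) and 1.33 (SE 0.15, adjusted p = 4.1e-05). *TYRP1* (ENSGALG00000015205) was at 32921 ± 6963, 34055 ± 12943 and 32056 ± 10595 at E4 and at 96435 ± 22633, 152368 ± 32578 and 74803 ± 16474 at E5, with stage differences of 1.54 (SE 0.29, adjusted p = 0.0015), 2.20 (SE 0.29, adjusted p = 0.00012) and 1.26 (SE 0.29, adjusted p = 0.0055).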

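*MC1R* (ENSGALG00000054486) was at 206 ± 55.9 in developing, 111 ± 17.4 in 6hPR and 55.9 ± 36.8 in 6hPR + FGF2 RPE at E4 and at 332 ± 97.1 in developing, 232 ± 31.0 in 6hPR and 91.4 ± 21.2 in 6hPR + FGF2 RPE at E5 (mean ± SD, n = 3). The limma log2 fold change from E4 to E5 was 0.67 (SE 0.44, adjusted p = 0.32) in developing, 1.06 (SE 0.44, adjusted p = 0.11) in 6hPR and 0.96 (SE 0.44, adjusted p = 0.11) in 6hPR + FGF2 RPE. The stage difference in 6hPR RPE minus that in developing RPE, the interaction, was 0.39 (SE 0.62, adjusted p = 0.81). For *MC1R* in 6hPR RPE, a call was made under array weights, a fit of the groups compared alone and DESeq2 (adjusted p from 0.028 to 0.32 over the 13 alternatives). For *MC1R* in 6hPR + FGF2 RPE, a call was made under array weights (adjusted p from 0.0092 to 0.32 over the 13 alternatives), and without E4 6hPR + FGF2 replicate 3 (adjusted p = 0.02).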

Genes encoding the melanosome-associated proteins *PMEL*, *GPR143*, *RAB38*, and *RAB27A* were all consistently up-regulated in E5 RPE across all tested conditions (Figure 5E). 

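For melanosome genes, normalized counts (mean ± SD, n = 3) and limma log2 fold changes from E4 to E5 are given in the order developing, 6hPR and 6hPR + FGF2 RPE. *PMEL* (ENSGALG00000035350) was at 276124 ± 13625, 299983 ± 78814 and 302198 ± 65667 at E4 and at 466411 ± 108214, 662470 ± 77461 and 545032 ± 44780.2 at E5, with stage differences of 0.73 (SE 0.20, adjusted p = 0.014), 1.17 (SE 0.20, adjusted p = 0.00069) and 0.87 (SE 0.20, adjusted p = 0.0044). *GPR143* (ENSGALG00000016615) was at 12183 ± 1208, 10455 ± 1463 and 6066 ± 1509 at E4 and at 29189 ± 6367, 30483 ± 2005 and 12555 ± 1415 at E5, with stage differences of 1.24 (SE 0.18, adjusted p = 0.00019), 1.55 (SE 0.18, adjusted p = 4.1e-05) and 1.08 (SE 0.18, adjusted p = 0.00055). *RAB38* (ENSGALG00000028018) was at 1515 ± 145, 1641 ± 375 and 957 ± 283 at E4 and at 3204 ± 829.9, 3192 ± 442 and 2386 ± 92.0 at E5, with stage differences of 1.05 (SE 0.22, adjusted p = 0.0025), 0.97 (SE 0.22, adjusted p = 0.0047) and 1.36 (SE 0.22, adjusted p = 0.00041). *RAB27A* (ENSGALG00000004435) was at 12052 ± 389, 7809 ± 1244 and 5199 ± 726 at E4 and at 19819.6 ± 1714, 16665 ± 1126 and 10894 ± 490.4 at E5, with stage differences of 0.71 (SE 0.12, adjusted p = 0.00048), 1.10 (SE 0.12, adjusted p = 2.4e-05) and 1.08 (SE 0.12, adjusted p = 2.3e-05). For *PMEL* in developing RPE, the call was lost under a fit of the groups compared alone (adjusted p from 0.00022 to 0.097 over the 13 alternatives), and without E4 developing replicate 2, or E5 developing replicate 3 (adjusted p up to 0.058).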

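From these genes the paper proposes that the E5 RPE is enriched for factors of mature RPE, in many cases independently of retinectomy or FGF2 treatment. Of the 16 genes shown, all had a higher mean log2 value at E5 in every condition, and limma called 11 higher at E5 in developing RPE, 12 in 6hPR RPE and 13 in 6hPR + FGF2 RPE, with median log2 fold changes of 0.79, 1.16 and 1.06. With p adjusted over the list alone, 12, 14 and 13 were called, and since the study chose the list on these libraries the counts are not independent evidence. The interaction with 6hPR + FGF2 was called for 1 gene (*SOX9*).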

More broadly, this pattern could be observed in our GSEA results, as genes associated with fetal RPE development were among the top enriched gene sets in the E5 RPE in both the developing and 6hPR + FGF2 conditions (Supplementary Figures S5A,B). Of note, we also observed extensive enrichment of integrins and related ECM components in the E5 RPE (Supplementary Figures S5C,D). The ECM composition of the RPE basal membrane, Bruch’s membrane, is directly related to RPE maturation and function, and RPE reprogramming is mediated by ECM interactions in some contexts (Reh et al., 1987; Benedicto et al., 2017).

**FIGURE 5:**
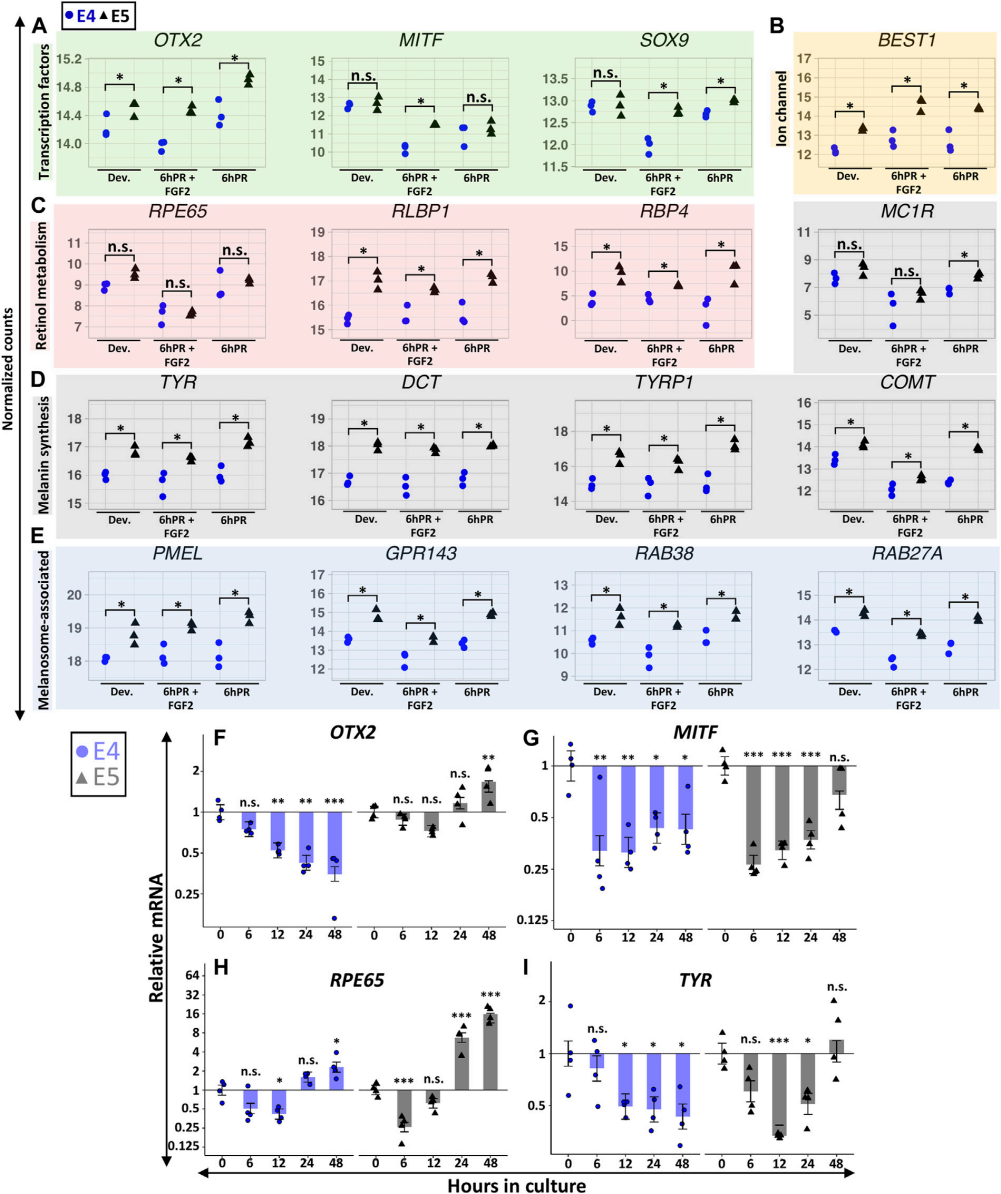
Gene signatures associated with RPE maturation are broadly elevated in the E5 RPE. Normalized RNA-seq expression values are displayed for genes encoding RPE-associated transcription factors **(A)**, the ion channel *BEST1* **(B)**, retinol metabolism and transport factors **(C)**, melanin synthesis machinery **(D)**, and melanosome-associated proteins **(E)**. For **(A**–**E)**, asterisk (*) denotes an Adj. *p*-value ≤ 0.05 and n.s., not significant. Relative gene expression was measured in RPE explants using RT-qPCR, and is displayed for *OTX2* **(F)**, *MITF* **(G)**, *RPE65* **(H)**, and *TYR* **(I)**. Bar chart displays the average expression, and the error bars represent standard error of the treatment mean based on ANOVA. Each dataset is normalized to basal levels observed at time 0; *y*-axes are log_2_-transformed. qPCR significance: n.s. denotes not significant, * denotes *p*-value < 0.05, ** denotes *p*-value < 0.01, *** denotes *p*-value < 0.001.

In contrast to the dynamic regulation of promoter accessibility observed for neural retina associated genes (Figures 3A,B), the promoter accessibility of RPE maturation genes generally underwent comparatively subtle changes (Supplementary Figure S5E). Promoter accessibility of *OTX2* showed modest enrichment in E5 samples relative to E4 samples, and similarly, we observed reduced basal levels of *MITF* promoter accessibility in the 6hPR + FGF2 samples at both E4 and E5. The *SOX9* promoter demonstrated marginally reduced accessibility specific to the E4 6hPR + FGF2 samples, corresponding to the observed changes in gene expression. Interestingly, while we did not observe basal differences in *MC1R* gene expression between the developing E4 and E5 RPE, we did find evidence that *MC1R* promoter accessibility was significantly higher in the E5 RPE. Moreover, *MC1R* underwent a pronounced loss of accessibility at both stages following 6hPR + FGF2 treatment, although any significance of the discrepancy between *MC1R* promoter accessibility and expression in the context of RPE neural competency is still unclear. Both the *TYRP1* and *GPR143* promoters paralleled gene expression changes, demonstrating increased accessibility in E5 relative to E4 conditions. Thus, the promoter accessibility of RPE maturation factors appears to be highly correlated with transcriptional output and may serve as a basis for understanding the stage-specific gene expression observed in RPE cells. These relatively subtle patterns could be explained by a tendency for the accessibility of regulatory elements to precede expression changes, as accessibility changes in the developing E4 RPE could foreshadow expression dynamics observed at E5.

To contextualize these stage-specific regulatory patterns past the first 6 h of reprogramming, we again turned to our *ex vivo* explant culture system with FGF2. *OTX2* expression at E4 was similar to the initial regulatory pattern observed *in vivo*, with strong evidence for a decrease in expression observable within 12 h, and which continued through 48 h (Figure 5F). In E5 RPE explants, *OTX2* expression increased from basal levels by 48 h. Thus, our *ex vivo* observations reinforce and extend our *in vivo* findings to suggest that *OTX2* expression is not efficiently silenced by FGF2 by E5, whereas *OTX2* is readily repressed at E4. Interestingly, *MITF* expression rapidly decreased in both E4 and E5 explants, similar to the repression pattern observed *in vivo* (Figure 5G). However, *MITF* expression remained repressed through 48 h in the E4 explants, whereas *MITF* expression in E5 explants returned to levels similar to the initial basal expression by 48 h (*p* = 0.12). We observed potential heteroscedasticity present across groups for *MITF* expression at E5 (Levene’s test α = 0.04), although Dunn’s nonparametric test still provided evidence for a transitory repression of *MITF* at 6 and 12 h in culture (Supplementary File S1). *RPE65* was also transiently repressed in both the E4 and E5 explants, but expression recovered to basal levels by 24 h and continued to increase (Figure 5H). Similar to *OTX2* and *MITF*, *TYR* underwent stage-specific regulation, and after undergoing transient repression in both E4 and E5 explants, *TYR* levels returned to basal levels by 48 h in E5 explants only (Figure 5I). Our observations for *TYR* in E5 explants displayed evidence of heteroscedasticity as well (Levene’s test α = 0.02), and subsequent analysis with Dunn’s test produced evidence for repression of TYR at 12 h in culture (adj. *p* = 0.013; Supplementary File S1), but not at the other observed time points.

### Chromatin Accessibility Is Globally Remodeled During RPE Lineage Commitment and Perturbs Underlying Transcription Factor Regulatory Networks

We next set to define the regulatory landscape of developing RPE from the perspective of stage-specific changes in accessibility. Analysis of differentially accessible regions (DARs) in the E4 RPE compared to the E5 RPE revealed a total of 8,004 and 8,154 DARs in the developing and 6hPR + FGF2 conditions, respectively (Supplementary File S4). Breakdown of these regions by their regulatory pattern revealed 4,728 DARs and 4,490 DARs with elevated accessibility at E5 in the developing and 6hPR + FGF2 conditions, respectively (Figure 6A). Similarly, we observed a respective 3,276 and 3,664 DARs with elevated accessibility at E4 in the developing and 6hPR + FGF2 conditions (Figure 6B). To assess whether DARs can be associated with biological function, we grouped DARs by their observed regulatory pattern and performed pathway enrichment analysis using the nearest genes within 10 kilobases. Interestingly, the DARs with enhanced enrichment in the developing E5 RPE were enriched proximal to genes associated with MAPK and BMP signaling, retinitis pigmentosa, cell differentiation, and fetal RPE (Figure 6C). Moreover, analysis of the DARs with enhanced E5 accessibility in the 6hPR + FGF2 RPE revealed genes associated with ECM glycoproteins, actin-based processes, SLC transporters, retinal diseases, and also fetal retina RPE (Figure 6D). In contrast, analysis of the genes associated with DARs that are more accessible in the developing E4 RPE returned pathways including WNT signaling, neural retina development, retinal disease, fetal retina RPE, and nervous system development (Figure 6E). Finally, DARs with accessibility uniquely enriched in the reprogramming (E4 6hPR + FGF2) RPE were associated with embryonic camera-type eye development, microphthalmos, epithelium morphogenesis, cell fate commitment, and fetal retina fibroblasts (Figure 6F). Next, to determine if the observed accessibility patterns broadly relate to gene expression, we binned all transcripts into quintiles by basal expression levels and plotted the measured accessibility within 2 kilobases of each TSS (Supplementary Figure S6A). We observed a positive correlation between basal gene expression and promoter region accessibility, underscoring the agreement between our RNA-seq and ATAC-seq values and adhering to published observations that promoter region accessibility has a positive correlation with transcriptional output (Starks et al., 2019). To further determine the genomic distribution of these DARs, we categorized the observed accessibility patterns by their overlapping genomic features (Supplementary Figure S6B). Interestingly, a large proportion of the accessibility changes were found in intronic and distal intergenic regions, suggesting the potential for the DARs to coincide with distal regulatory elements, such as transcription factor-bound cis-regulatory elements.

**FIGURE 6:**
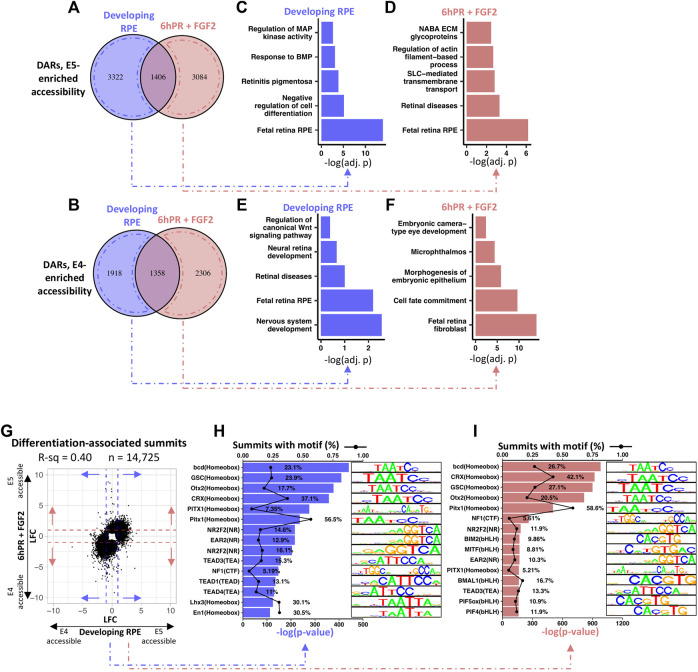
RPE maturation is accompanied by differential accessibility at retinal development genes and homeobox transcription factor binding sites. **(A)** Venn diagram summarizes the overlap of up-regulated DARs (DARs with increased E5 accessibility) between the developing and 6hPR + FGF2 conditions, defined by a cut-off of Adj. *p*-value ≤ 0.05. **(B)** Similarly, Venn diagram displays down-regulated DARs (E4-enriched DARs) for the two conditions. DARs unique to either condition were annotated to the nearest gene TSS within 10 kilobases, and pathway enrichment analysis was performed for DARs enriched in the developing E5 RPE **(C)**, the E5 6hPR + FGF2 RPE **(D)**, the developing E4 RPE **(E)**, or the E4 6hPR + FGF2 RPE **(F)**. **(G)** The log fold change (LFC) of differentially accessible peak summits between the E4 and E5 conditions are plotted. Dashed lines represent a LFC cut-off of 1 that was used to select summits for motif analysis. HOMER motif detection software was used to identify transcription factor DNA motifs overrepresented in the summits of peaks differentially accessible across the developing **(H)** or 6hPR + FGF2 **(I)** RPE, and the top 15 enriched motifs are shown.

To determine the potential for accessibility changes to modify transcription factor binding sites, we plotted the relative accessibility of the peak region of all significantly altered DARs across the developing and 6hPR + FGF2 conditions (Figure 6G). Peak summits with an accessibility |LFC| ≥ 1 across either the developing or 6hPR + FGF2 conditions were scanned for overrepresentation of transcription factor motifs using the HOMER motif discovery software. Differentially accessible peak summits in the developing RPE were found to be highly enriched for the TAATCC homeobox motif, which is recognized by the DNA-binding homeodomain of a number of homeobox factors that regulate eye development, including OTX2, CRX, and PITX1 (Figure 6H). Moreover, we observed a high overrepresentation of motifs resembling the TEA motif recognized by TEAD1, TEAD3, and TEAD4, which is notable given the known roles for TEAD transcription factors in governing RPE specification and function (Miesfeld et al., 2015; Buono et al., 2021). Moreover, the NR motifs recognized by NR2F1 and NR2F2 were highly overrepresented in the observed DARs, which are known to regulate RPE vs neural retina identity throughout the differentiating optic vesicle (Tang et al., 2010). Similarly, the accessibility changes observed in the RPE samples 6hPR + FGF2 were also highly enriched for the homeobox binding motif (Figure 6I). However, amongst the 6hPR + FGF2 responsive peaks, we additionally observed high enrichment of the bHLH motif, which includes the MITF binding motif. This observation in accessibility changes can be reconciled with our *in vivo* observations of *MITF* expression, as we only observed stage-specific differences in *MITF* following 6hPR + FGF2, but not the developing (untreated) RPE (Figure 5A). Finally, the stage-specific accessibility changes in RPE 6hPR + FGF2 are also highly associated with TEA and NR binding motifs. Together, these observations suggest that RPE lineage commitment occurs concurrent to significant regulatory changes at key transcription factor binding sites that are known to regulate RPE identity and function.

In addition to stage-specific accessibility patterns, we also observed a large number of DARs that underwent accessibility changes in response to retinectomy and FGF2 treatment. A total of 61,427 peak summits exhibited differential accessibility when comparing developing RPE to 6hPR + FGF2 RPE at either E4 or E5 (Supplementary Figure S6C). Interestingly, a high agreement between accessibility changes were observed when comparing the treatment response observed in the E4 and E5 RPE (R-sq = 0.76), suggesting that peaks responsive to retinectomy and FGF2 treatment largely behave concordantly regardless of developmental stage. We then searched the responsive peak summits for the overrepresentation of motifs with the HOMER software. Amongst the top identified motifs in both the E4 and E5 RPE was the motif recognized by CTCF (Supplementary Figures S6D,E). Interestingly, amongst the top overrepresented motifs were also numerous factors containing the bZIP domain, such as AP-1 family members. A number of AP-1 factors have been previously shown to be transcriptionally regulated during the early stages of E4 RPE reprogramming in either retinectomy- or FGF2-dependent manners (Tangeman et al., 2021). Similarly, we observed elevated expression of both *JUN* and *FOS* after 6hPR + FGF2 in both the E4 and E5 RPE (Supplementary Figure S6F). Together, these observations suggest the AP-1 transcription factors are regulated at the transcriptional level in response to retinectomy and FGF2 treatment, and their accessibility footprint can be observed in both plastic E4 and restricted E5 RPE. 

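*JUN* (ENSGALG00000010870) was at 2696 ± 219 in developing, 4986 ± 648 in 6hPR and 5801 ± 1089.8 in 6hPR + FGF2 RPE at E4 and at 2998 ± 919 in developing, 4204 ± 712 in 6hPR and 8562 ± 966 in 6hPR + FGF2 RPE at E5 (mean ± SD of normalized counts, n = 3). Its limma log2 fold change against developing RPE was 0.88 (SE 0.19, adjusted p = 0.0058) in 6hPR and 1.09 (SE 0.19, adjusted p = 0.00073) in 6hPR + FGF2 RPE at E4, and 0.52 (SE 0.19, adjusted p = 0.069) and 1.55 (SE 0.19, adjusted p = 1.9e-05) at E5. *FOS* (ENSGALG00000028037) was at 138 ± 14.2 in developing, 1434 ± 1235 in 6hPR and 1631 ± 185 in 6hPR + FGF2 RPE at E4 and at 136 ± 5.00 in developing, 1689 ± 334 in 6hPR and 2164 ± 559 in 6hPR + FGF2 RPE at E5, with changes of 3.04 (SE 0.39, adjusted p = 0.00017) and 3.56 (SE 0.39, adjusted p = 1.6e-05) at E4, and 3.61 (SE 0.39, adjusted p = 1.3e-05) and 3.96 (SE 0.39, adjusted p = 2.6e-06) at E5. The interactions for 6hPR + FGF2 were 0.46 (SE 0.27, adjusted p = 0.33) for *JUN* and 0.39 (SE 0.56, adjusted p = 0.72) for *FOS*, and for 6hPR alone that of *JUN* was −0.37 (SE 0.27, adjusted p = 0.54). For *JUN* at E5 in 6hPR RPE, a call was made without E5 developing replicate 2 (adjusted p = 0.0069).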

Future work may determine if downstream functions of AP-1 factors are altered across this developmental window to influence RPE neural competence.

Finally, intrigued by our observations suggesting that specific transcription factors are regulating RPE neural competence (Figures 6H,I), we sought to determine if we could further parse our findings to glean insights into the regulatory logic of the participating transcription factors. To accomplish this, we assigned each of the differentially accessible peak summits to the nearest gene TSS and retained only regions that are associated with a significant change in gene expression from our RNA-seq observations (Supplementary Figure S7). Next, we categorized each of the observations based on the directionality of the accessibility change and the gene expression change, and separately performed HOMER motif discovery analysis on each cohort of loci. Within our developing RPE samples, we observed an overrepresentation of PITX1:Ebox and NR2F2 motifs in regions with higher E4 accessibility than E5 accessibility, and these regions were associated with both increases and decreases in gene expression (Supplementary Figure S7A). In contrast, the regions with higher accessibility at E5 were dominated by TEAD motifs, which were both positively and negatively associated with expression changes. We also observed overrepresentation of the similar BCD, GSC, and OTX2 motifs in both E4- and E5-accessible regions, although these regions were clearly biased toward E5 accessible regions that are associated with increases in gene expression. Importantly, we further observed evidence for overrepresentation of the NF1 motif in E5-accessible regions that are associated with a decrease in expression, suggesting that this factor may play a role in gene silencing in the E5 RPE. Combined analysis of gene expression and accessibility in the RPE following 6hPR + FGF2 treatment also identified NR2F2 and PITX1:Ebox motifs associated with E4-accessible regions, which were again associated with both increased and decreased gene expression (Supplementary Figure S7B). However, in the E4-accessible regions in 6hPR + FGF2 RPE, we further observed overrepresentation of the RARa and ESRRB motifs, which were associated with decreased expression, and the LHX1/3 motifs, which were associated with increased expression. On the other hand, E5 accessible regions in the 6hPR + FGF2 treated RPE were largely overrepresented for homeobox motifs, including OTX2. Of these regions, OTX2 was strongly overrepresented in the regions associated with increased gene expression, although notably did also show modest enrichment amongst regions associated with gene silencing. Finally, amongst the E5 accessible regions in the 6hPR + FGF2 RPE, we further observed enrichment of the MITF motif amongst regions associated with increased expression, and overrepresentation of the NFY motif in regions associated with decreased expression. It should be noted that the association between differential accessibility and changes in expression of proximal genes are not always directly linked, but this analysis may serve as a starting point for future experimentation aimed at resolving the gene regulatory networks that determine RPE neural competence.

### Modification of OTX2 and Broader Homeobox Transcription Factor Binding Sites Are Defining Features of RPE Lineage Commitment

Given the observed motif enrichment patterns, we next asked if any of these motifs were preferentially accessible in E4 or E5 RPE. To answer this question, we first categorized differentially accessible peak summits into seven bins by LFC across the E4 to E5 window. Using the monaLisa motif detection tool, we analyzed each bin for the overrepresentation of transcription factor binding motifs obtained from the JASPAR 2022 vertebrate motif database. First focusing on the developing (untreated) RPE, we observed groups of related transcription factor motifs which were preferentially accessible in either the E4 or E5 RPE (Figure 7A). Interestingly, we observed that NR2F1 and NR2F2 motifs were highly enriched amongst the peaks accessible in E4 RPE and depleted from peaks that are accessible in E5 RPE, suggesting that in general NR2F1/2 binding motifs become less accessible during RPE lineage commitment. Moreover, we observed the opposite trend for motifs for the NFI and TEAD family transcription factors, suggesting that NFI and TEAD binding sites become, in general, more accessible in the E5 RPE. Although we did not find any evidence for overrepresentation of the OTX2 motif in any accessibility bin for the developing RPE, we did observe enrichment of homeobox factors such as HOXD3 and GSX2, which share similar binding motifs to OTX2 (Figure 7A). In general, the observed homeobox factors tended to be enriched in bins with increased accessibility in the E5 RPE.

**FIGURE 7:**
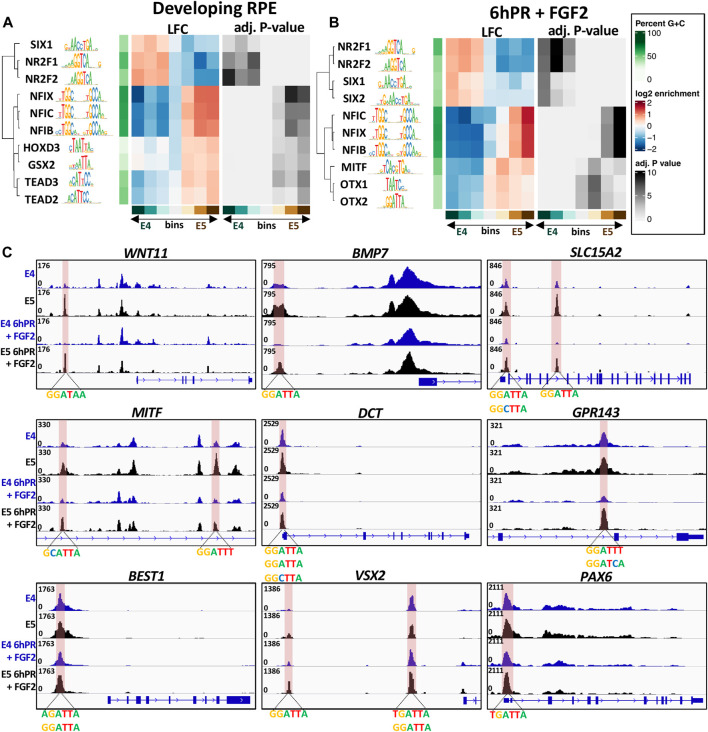
Overrepresented motifs in open regions of the E4/E5 RPE. The monaLisa motif analysis software was used to bin differentially accessible summits by accessibility across the E4 and E5 conditions. Each bin was analyzed for the overrepresentation of transcription factor motifs found in the JASPAR 2022 database. Enriched motifs identified at −log(p-Adj.) >3 in any bin were recorded and select factors associated with the developing RPE **(A)** or 6hPR + FGF2 **(B)** samples were plotted. **(C)** Genome browser displays ATAC-signal proximal to DARs containing the OTX2 binding motif. The region of interest is highlighted in pink and associated motifs are summarized below the track.

Shifting focus to the RPE 6hPR + FGF2, we also observed a strong E4 accessibility preference for the NR2F1/2 motifs, and an E5 accessibility preference for NFI motifs (Figure 7B). Similar to previous results, we were able to detect enrichment of the MITF motif only in the ATAC signature of our 6hPR + FGF2, which was revealed to have a strong overrepresentation in E5-accessible regions. Additionally, we observed a preferential accessibility of SIX1 and SIX2 in the E4 RPE relative to the E5 RPE after 6hPR + FGF2. We observed strong evidence for enrichment of the OTX1 and OTX2 binding motif in RPE 6hPR + FGF2, which showed a clear overrepresentation in regions of heightened accessibility in the E5 RPE. The full set of significant transcription factors identified in the developing and 6hPR + FGF2 RPE are provided (Supplementary Figure S8). To further validate these findings, we applied an alternate approach using the monaLisa analysis software in which the accessible regions of interest were scanned for overrepresentation of 6-mer nucleotide sequences, and then the overrepresented nucleotide strings are matched to known transcription factor motifs. Using this method, we were able to identify enrichment of 6-mers that resemble the NR2F1/2, TEAD family, and homeobox family factors in both the intact and 6hPR + FGF2 RPE samples (Supplementary Figure S9).

Given the increased expression of *OTX2* in the E5 RPE (Figures 5A,F), as well as the overall increased accessibility of OTX2 and homeobox motifs in the E5 RPE (Figures 7A,B), we next asked if specific changes in OTX2 motif accessibility could influence RPE neural competence. To address this question, we created a library of all ATAC peak summits that contain the OTX2 binding motif and that undergo a significant change in accessibility (Supplementary File S5). Interestingly, we observed numerous such peaks located proximal to genes known to regulate RPE fate (Figure 7C and Supplementary File S5). One of the identified OTX2 motifs is located directly upstream of *WNT11*, which is a gene known to contribute to early eye morphogenesis (Fuhrmann, 2008). A similar regulatory region was located upstream of *BMP7*, which is highly expressed in the developing RPE (Steinfeld et al., 2017), as well as two additional regulatory regions found within *SLC15A2* introns. We also identified differentially accessible OTX2 motifs near numerous modulators of RPE identity, including two such sites within a *MITF* intron, one site within the *DCT* promoter, one site within an intron of GPR143, and one site directly upstream of *BEST1*. Each of these sites displayed a robust increase in accessibility in the E5 RPE relative to E4 levels in the developing or 6hPR + FGF2 conditions. Finally, we observed two additional OTX2 motifs upstream of the *VSX2* TSS, as well as one within the *PAX6* promoter region, which could point toward a *VSX2* or *PAX6* regulatory element that could be modified to influence regenerative outcome. Collectively, these observations encompass regulatory regions of interest that exhibit increased accessibility in E5 RPE and have the potential to act as binding sites for OTX2 or related homeobox transcription factors. The observed accessibility patterns of these loci, combined with their proximity to known regulators of RPE identity, suggest that these regulatory elements could function as primary barriers to RPE neural competence.

## Discussion

In the present study, we demonstrate that the loss of RPE neural competence coincides with the progressive activation of functional gene sets pertaining to pigment synthesis machinery, retinal metabolism, ion transport, and ECM deposition. Along with these functional attributes, the committed RPE cells exhibit altered regulatory behavior associated with key transcription factors, including *OTX2* expression and OTX2 motif accessibility, when compared to more plastic RPE. Despite these observations, E5 RPE can be induced to express many reprogramming factors at comparable levels to the ones observed in the E4 RPE, including the expression of *VSX2, ASCL1, PAX6* and *LHX2*. These observations suggest that certain features of the neurogenic response elicited by FGF2 remain intact for some time after neural competence is lost, although further studies are needed to determine if these regulatory patterns will be relevant to RPE at later stages of maturity. In this regard, it has been demonstrated using aged human donors that a subpopulation of RPE cells (termed RPE stem cells) retain a capacity for self-renewal *in vitro* (Salero et al., 2012). It was further demonstrated that culture of RPE stem cells in a neuronal differentiation media containing FGF2 was sufficient to activate *LHX2* and *RAX*, although notably the authors also reported up-regulation of *OTX2* and down-regulation of *SIX3* and *PAX6*. In contrast, *in vivo*, mammalian RPE is thought to remain largely non-proliferative, and our results suggest that the onset of proliferative quiescence could be directly tied to terminal differentiation of RPE. A recent study demonstrated that murine RPE can be induced to proliferate and undergo limited self-renewal *in vivo* following the targeted over expression of *E2F2* (Kampik et al., 2017). Taken in light of our findings, E2F factors may serve as a necessary requisite for the induction of neural regeneration from RPE cells. Collectively, it is possible that mature RPE cells may retain some latent features from the embryonic state, but more studies are needed to understand how the associated factors act differently within the embryonic and mature RPE contexts.

Our observations demonstrate that the expression of neural factors such as *VSX2, ASCL1, PAX6* and *LHX2* is insufficient to drive neural progenitor formation from the E5 RPE. Taken in the context of our other observations, it is likely that one or more RPE determining factors act as a counterbalance to these factors in order for the RPE phenotype to be maintained, preventing dedifferentiation. We identify a number of functional pathways that could potentially act to solidify the RPE fate, and we present evidence that OTX2 has the potential to act as a primary determinant in restricting RPE neural competence. OTX2 is an early determinant of the RPE cell fate (Martinez-Morales et al., 2001; Martínez-Morales et al., 2003). Interestingly, OTX2 is also repressed in RPE cells of the newt *Cynops pyrrhogaster* during the process of neural retina regeneration *via* RPE reprogramming (Sakami et al., 2005), suggesting that OTX2 activity may be antagonistic to regeneration. Moreover, the conditional knock-out of OTX2 in adult murine RPE leads to progressive degeneration of photoreceptors, disrupted RPE homeostasis, and altered melanogenesis and retinal metabolism gene networks, underscoring OTX2 as a fundamental factor for the maintenance of RPE cell identity (Housset et al., 2013). In our FGF2-treated explants, we observed transient repression of the RPE factors *OTX2*, *MITF*, *RPE65*, and *TYR*, although the expression of each of these genes was recovered or increased in E5 explants by 48 h of culture. In contrast, each of these genes remained repressed in the E4 explants through 48 h, with the exception of *RPE65*, which underwent a marginal increase in expression at 48 h. These observations reveal striking stage-specific regulatory patterns associated with these RPE factors, although it remains to be detailed what mechanisms lead to the persistent increase in expression specific to E5 explants. One previous study using a similar explant system detailed how mesenchyme-derived TGF-β signals can continue to promote RPE differentiation in culture, and these observations could reflect the influence of a similar mechanism (Sakami et al., 2008). Nevertheless, the inability for E5 RPE to efficiently silence pigmentation machinery and shed identity characteristics in response to FGF2 is likely to have wide-reaching influences on neural competence and the underlying differentiation state.

Our present analysis further identified 1000s of regions of altered genomic accessibility across a narrow window of RPE development, and many of these regions have the potential to modify transcription factor activity in the RPE. The precise spatiotemporal control of extensive gene regulatory networks is necessary for the proper differentiation of both the RPE and neural retina lineages (Fuhrmann, 2010). The inner workings of these regulatory networks are incompletely resolved, although a recent study uncovered a remarkably complex RPE network that includes extensive cooperation of OTX2, MITF, and TEAD-family factors (Buono et al., 2021). Although we focus primarily on putative OTX2 binding sites, we identify numerous cis-regulatory elements that have the potential to exert stage-specific regenerative outcomes. Enhancers are known to be able to exhibit stage-specific activity and have the potential to directly affect regenerative outcome. For example, *Drosophila* imaginal discs robustly regenerate at the beginning of the third larval instar stage, but this ability is lost simultaneously with the silencing of injury-responsive enhancers during development (Harris et al., 2020). It is important to note that there are significant limitations to using chromatin accessibility as an indicator of transcription factor activity, such as was performed in the current study. The accessibility footprints associated with transcription factor binding events are ambiguous with regard to the *bona fide* identity of bound factors as well as the mechanisms of the associated regulatory interactions. Future work will further interrogate the identified cis-regulatory elements to detail their specific functions and how they may intersect with RPE neural competence.

Some of the accessibility changes detailed in the current study also have the potential to act as barriers to neural reprogramming or otherwise modify RPE behavior. Although we did not observe barriers to the transcriptional activation of neural retina factors within the measured time frames (6hPR *in vivo*), it is possible that regulatory barriers may further contribute to RPE identity at later stages of maturation. In this regard, mature murine RPE acquires epigenetic signatures that have the potential to act as barriers to gene activation necessary for reprogramming toward neural lineages, including through the placement of DNA methylation and repressive histone modifications within the promoters of key neural retina gene sets (Dvoriantchikova et al., 2019). We have demonstrated that overexpression of the DNA demethylation gene *TET3* is sufficient to induce E4 RPE reprogramming in the chicken in the absence of exogenous FGF2 (Luz-Madrigal et al., 2020), and it is probable that the intersection between DNA methylation and chromatin accessibility will be especially relevant to explaining neural competency at later stages of RPE differentiation. In the same study, it was demonstrated that DNA methylation is globally reset during embryonic RPE reprogramming, and it remains to be determined to what extent these alterations impact chromatin accessibility. Thus, it is likely that the epigenetic status of RPE cells contributes to neural competence beyond the mechanisms detailed in the present study, and the identification of specific epigenetic modifications that delineate E4 and E5 RPE will be fundamental to interpreting these results. Broadly, the observed decline in RPE neural competence parallels a recurring biological premise that organisms display a decrease in regenerative ability and cellular plasticity as they age (Yun, 2015). Ongoing work will build on these findings by detailing how specific regulatory features of RPE can be perturbed to expand neural plasticity and mammalian regenerative competency.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found here https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197938.

How the deposited data were processed for this re-analysis (not part of the article)

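The data are bulk RNA-seq of chicken RPE at E4 and E5, in 3 conditions per stage: developing RPE, RPE 6 h after retinectomy (6hPR) and RPE 6 h after retinectomy with FGF2 (6hPR + FGF2). Each of the 6 groups has 3 libraries, and each library is a pool of 3 RPE sheets, so n is the number of pools. The values used are normalized gene counts, a signal that the authors made from sequencing reads before deposit. According to the paper's methods, the authors trimmed reads with Cutadapt and Trim Galore, aligned them with STAR in 2 passes to GRCg6a, counted them per Ensembl gene with StringTie, dropped genes with less than 10 raw counts over all conditions and divided each library by its DESeq2 size factor. Versions of these tools are not stated. The 18336 genes and 18 libraries of this table were all read, and no column was left out.

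The smallest step between values in a library is the inverse of its size factor, and multiplied by that factor 100% of the values come within 1e-06 of a whole number. Whole reads recovered in this way gave the library sizes and served the tests that need counts. Reads on genes ran from 50.7 to 73.0 M per library. A gene at 0 in a library is known only to lie below about 3 counts, so a fold against a group with every library at 0 is given as a lower bound, computed with 3 counts per library in that group. The fitted log2 fold change of such a gene depends on the pseudocount.

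Group comparisons used limma 3.58.1 in R 4.3.3 on log2 of the normalized count plus 0.5, with the means of the 6 groups fitted over all 18 libraries and a trend of the variance with the mean. Genes whose values sum to under 10 over the libraries were left out, which kept 18287. The 12 comparisons were E5 against E4 in each condition, each treatment against developing RPE at each stage, 6hPR + FGF2 against 6hPR at each stage, and the interactions, which test whether a response differs between the stages. The interaction for 6hPR + FGF2 against 6hPR was added after the data were seen. P values were adjusted by Benjamini-Hochberg over the genes of a comparison, and a gene was called at an adjusted p of 0.05 or less. Errors are the SD between the 3 libraries of a group, and SE is the moderated standard error of the fit. No p value of a single gene comes from a permutation, since 3 libraries against 3 cannot give a permutation p below 0.1.

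The S phase (43 names, 37 genes tested) and G2/M (54 names, 43 genes tested) lists of Seurat 5.3.0 were tested with limma's camera at a preset correlation of 0.01, with adjustment over 12 tests, in place of the E2F target list of the paper's enrichment test, which was not used here. The genes of these lists vary together, and a preset correlation gives small p values in that case, so camera with the correlation estimated and the rotation test fry were run beside it. Principal components were computed on the 500 genes with the highest variance, centred and unscaled. The clusters of the paper were taken from its Supplementary File S3 and summarised as the median over genes of the row-scaled log10 value plus 0.5. Since the clusters were formed on these libraries, they were described and not tested.

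Genes are named by a rule: every gene that the results text names for RNA-seq or that Figures 2A, 3A-E, 4E and 5A-E label, and, for each stage comparison and for the interaction of 6hPR + FGF2, the 3 largest increases and 3 largest decreases among called genes with a symbol, a mean of 50 or more and no overlap between the groups compared. Values of some of these genes in Supplementary File S2 were seen before the rule was written. *E2F2* and *E4F4* were not analysed here. Some genes under the rule are part of the counts and are not reported here one by one. Where a symbol belongs to more than 1 Ensembl gene, as 33 symbols do, the Ensembl identifier is given with the name. Lists of markers for neural retina neurons, neural retina progenitors, periocular mesenchyme, erythrocytes, lens, yolk sac or liver, leukocytes and pigment genes shared with melanocytes were written before the values were read. The list for yolk sac or liver was chosen after some of its genes had been seen in Supplementary File S2.

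Alternatives were a pseudocount of 1 or 5, no filter on low values, a mean of 10 or more, trimmed mean of M-values (TMM) scaling, quantile normalization, limma without the trend, array weights, the replicate number as a block, a covariate made of 2 chromosome W transcripts, a fit of only the groups compared, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and each replicate left out in turn, for a comparison each replicate of the groups compared. Where a group is left with 2 libraries, the spread is shared with the other groups. Components were also computed on all genes tested, with unit variance, with a pseudocount of 5 and on DESeq2's variance stabilizing transformation. Other groupings of the same libraries were counted for each comparison. The replicate numbers of different groups share only a number, and no source pairs them. The calling steps were tested on simulated data of the same size, with 200 genes changed. Limma called 171 of these with 13 unchanged genes (98 of 100 at a log2 fold change of 2 and 73 of 100 at 1), edgeR 178 with 13, and DESeq2 179 with 42. For the interaction limma called 146 with 5 unchanged. The other experiments of the paper, which rest on images and cultures, were not analysed here.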

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

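The tests against 1 library, against another scaling, for tissue carried over and for chance with the stage effect taken out were chosen after the results below had been seen, and the interaction tests, the counts of other groupings and the marker lists were set earlier. For 21 named genes, of which 12 are named by the paper and 9 by the size of their change, the response to 6hPR + FGF2 or to 6hPR differed between E4 and E5 in limma's interaction test (n = 3 per group), which makes 28 differences. A difference is given as the log2 response at E5 minus that at E4, and a difference between stages is what the design offers as a biological explanation. Over all genes, 1016 were called for 6hPR + FGF2 and 546 for 6hPR. With the stage labels permuted within conditions, 8 of 100 permutations gave as many for 6hPR + FGF2 and 4 of 100 for 6hPR. These permutations move the stage effect into the interaction, with up to 6449 and 5542 genes, or into the spread, so they decide nothing about chance. With the stage effect shared by the 2 conditions taken out of each gene first, 1 (the real labels) and 3 of 100 gave as many. The largest other count was 7 for 6hPR + FGF2 and 3900 for 6hPR. This argues against chance for both counts, though less strongly for 6hPR. Of the 28, 18 stayed called with each replicate of the groups compared left out and 26 under both other scalings, which argues against a single library and against the authors' scaling as the cause of these. For the 10 calls lost without some replicate, one library and a difference between the stages cannot be told apart, and the same holds for scaling with the 2 calls lost under another scaling, *CXCR4* under quantile normalization and *RIPPLY3* under TMM.

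For genes that the paper names for the response at E4 or at E5, the difference between the stages for 6hPR + FGF2 was −1.04 (SE 0.29, adjusted p = 0.047) for *CXCR4*, −1.19 (SE 0.21, adjusted p = 0.0052) for *ID2*, −0.90 (SE 0.18, adjusted p = 0.0091) for *PLA2G7* and −0.81 (SE 0.14, adjusted p = 0.0048) for *CDH5*, and −0.68 (SE 0.14, adjusted p = 0.018) for *CDH5* after 6hPR. *ID2*, *PLA2G7* and *CDH5* with FGF2 kept their calls under all 13 alternatives (adjusted p of 3e-06 to 0.024, 6e-05 to 0.032 and 4.8e-06 to 0.013) and with each replicate of the groups compared left out. For *CXCR4*, the call was lost under 6 of the alternatives, among them quantile normalization, limma without the trend, array weights, the chromosome W covariate and a fit of the groups compared alone (adjusted p from 0.0059 to 0.087 over the 13 alternatives), and without E4 developing replicate 1, 2 or 3, or E4 6hPR + FGF2 replicate 1 or 3, or E5 developing replicate 2 or 3, or E5 6hPR + FGF2 replicate 1, 2 or 3 (adjusted p up to 0.12). For *CDH5* after 6hPR, the call was lost under the chromosome W covariate and a fit of the groups compared alone (adjusted p from 0.00024 to 0.055 over the 13 alternatives), and without E5 6hPR replicate 3 (adjusted p = 0.053). With 26 of the 28 calls kept under both scalings, *ID2*, *PLA2G7* and *CDH5* with FGF2 may reflect a stage difference in the developing level or in the response. No further test here separates this hypothesis from a difference in cell composition between the stages. After 6hPR + FGF2, mean counts at E4 and E5 were similar for *PLA2G7* (5013 and 4957) and *CDH5* (19610 and 19385). In developing RPE they were 7748 and 14496.5 for *PLA2G7*, and 17206.5 and 29831 for *CDH5*. The stage difference for *PLA2G7* and *CDH5* therefore lies mainly in the developing RPE, and little of it remains after 6hPR + FGF2.

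In the same test, *STRA6* differed by 2.00 (SE 0.26, adjusted p = 0.00076) for 6hPR + FGF2 and 2.70 (SE 0.26, adjusted p = 0.00014) for 6hPR, *TGFBR2* by −1.10 (SE 0.20, adjusted p = 0.01) for 6hPR, *SOUL* by 1.498 (SE 0.29, adjusted p = 0.0095) and 1.78 (SE 0.29, adjusted p = 0.0066), and *SOX9* by 0.75 (SE 0.16, adjusted p = 0.014) and *ITGAV* by 1.06 (SE 0.26, adjusted p = 0.031) for 6hPR + FGF2. The calls of *STRA6*, *TGFBR2* and *SOUL* were made under all 13 alternatives (adjusted p at most 0.0048, 0.043 and 0.02) and with each replicate of the groups compared left out. For *SOX9*, the call was lost under a fit of the groups compared alone (adjusted p from 0.00051 to 0.051 over the 13 alternatives). For *ITGAV*, the call was lost under limma without the trend and a fit of the groups compared alone (adjusted p from 0.0044 to 0.069 over the 13 alternatives), and without E4 developing replicate 2 or 3, or E4 6hPR + FGF2 replicate 1 or 2, or E5 developing replicate 2 or 3, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.082). For *STRA6* mean counts at E4 and E5 were 8551 and 2241 in developing RPE. They were 19792 and 20544 after 6hPR + FGF2, and 28116 and 47098 after 6hPR. The difference with FGF2 therefore lies mainly in the developing RPE, and that for 6hPR in the developing and the treated level. A difference in either level is a stage difference, and neither a library (18 of 28 kept) nor scaling (26 of 28) accounts for the *STRA6* calls.

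Every E5 developing library was at 0 for 3 of the genes, so their differences between the stages depend on the pseudocount. The fitted values were 4.35 (SE 1.1, adjusted p = 0.029) for 6hPR + FGF2 and 4.89 (SE 1.1, adjusted p = 0.025) for 6hPR in *MMP9*, 6.05 (SE 0.64, adjusted p = 0.00027) and 5.17 (SE 0.64, adjusted p = 0.00066) in *CLCA2* (ENSGALG00000050155), and 4.67 (SE 0.60, adjusted p = 0.00072) and 5.21 (SE 0.60, adjusted p = 0.00046) in *C6orf58* (ENSGALG00000045522). With a pseudocount of 5 they were 2.58 (adjusted p = 0.014) and 3.10 (adjusted p = 0.01), 3.16 (adjusted p = 0.003) and 2.24 (adjusted p = 0.028), and 2.43 (adjusted p = 0.01) and 2.91 (adjusted p = 0.0074). Over the 13 alternatives the adjusted p ran from 0.00057 to 0.1 and 0.00018 to 0.098, 6.3e-06 to 0.003 and 0.00014 to 0.028, and 0.00048 to 0.056 and 0.00011 to 0.044. Against the floor of 3 counts per library in E5 developing RPE, *MMP9* was at least 262-fold higher in E5 6hPR and at least 1741-fold higher in E5 6hPR + FGF2, *CLCA2* at least 10.6-fold and 73.8-fold, and *C6orf58* at least 108-fold and 939-fold higher. By the same bound, E4 developing RPE was at least 3.51-fold higher than E5 developing RPE for *CLCA2*. For *MMP9* and *C6orf58* the E4 developing values lie near the floor, and the bound falls to 0.804 and 0.772 with 1 library left out. For *MMP9* with FGF2, the call was lost under a fit of the groups compared alone and edgeR (adjusted p from 0.00057 to 0.1 over the 13 alternatives), and without E4 developing replicate 1 or 2, or E4 6hPR + FGF2 replicate 2 or 3, or E5 developing replicate 3, or E5 6hPR + FGF2 replicate 1, 2 or 3 (adjusted p up to 0.082). For *MMP9* after 6hPR, the call was lost under the chromosome W covariate, a fit of the groups compared alone and edgeR (adjusted p from 0.00018 to 0.098 over the 13 alternatives), and without E4 developing replicate 1 or 2, or E4 6hPR replicate 1 or 3, or E5 6hPR replicate 2 or 3 (adjusted p up to 0.064). For *C6orf58* with FGF2, the call was lost under edgeR (adjusted p from 0.00048 to 0.056 over the 13 alternatives). The size of these differences is therefore open, and for *MMP9* its presence too, whether single libraries are the source (10 calls lost of the 28) or the stage.

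The response to 6hPR + FGF2 at E5 minus that at E4 was −4.34 (SE 1.0, adjusted p = 0.022) in *SIX6*, −6.38 (SE 1.3, adjusted p = 0.012) in *HES5*, −8.17 (SE 1.9, adjusted p = 0.023) in *POU4F3*, −4.69 (SE 0.93, adjusted p = 0.011) in *TBX22* (ENSGALG00000004093) and −4.52 (SE 0.96, adjusted p = 0.014) in *RGS5*, and the same difference for 6hPR was −4.89 (SE 0.93, adjusted p = 0.013) in *TBX22*. In each of the 5 the developing level is higher at E5 than at E4. *SIX6*, *HES5* and *POU4F3* belong to the neural retina lists, 18 of whose 25 genes were highest in E5 developing replicate 2, so neural retina in that library is a candidate cause of part of these differences. Without that library they were −3.24, −5.05 and −6.67, and −4.03 and −4.23 in *TBX22*, and stayed called, so that library alone is not their cause. *RGS5* ran from −5.12 to −3.53 with each replicate of the groups compared left out. With a pseudocount of 5, *POU4F3* and *RGS5*, near 0 in E4 developing RPE, came to −5.56 (adjusted p = 0.044) and −2.82 (adjusted p = 0.014). A fit of the groups compared alone lost the calls of *RGS5* (adjusted p from 6.9e-06 to 0.054 over the 13 alternatives) and *TBX22* after 6hPR (from 1.3e-07 to 0.055). For *SIX6*, the call was lost under a fit of the groups compared alone (adjusted p from 3.2e-05 to 0.066 over the 13 alternatives), and without E4 developing replicate 2, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.061). For *POU4F3*, the call was lost under a fit of the groups compared alone (adjusted p from 8e-06 to 0.051 over the 13 alternatives), and without E4 developing replicate 1 or 2, or E4 6hPR + FGF2 replicate 2 or 3, or E5 6hPR + FGF2 replicate 1 or 2 (adjusted p up to 0.069). Retina in several E5 libraries and a stage difference in RPE both stay open for *SIX6*, *HES5* and *POU4F3*.

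In *RIPPLY3* and *C1S* (ENSGALG00000014603) the response to 6hPR + FGF2, and in *AVD* that to 6hPR, was higher at E5, by 4.53 (SE 1.3, adjusted p = 0.05), 4.63 (SE 0.53, adjusted p = 0.00027) and 6.61 (SE 1.4, adjusted p = 0.02). *C1S* was at 149 ± 75.1 and 343 ± 110.4 in developing and 6hPR + FGF2 RPE at E4, and at 39.9 ± 12.8 and 2377 ± 227 at E5 (mean ± SD), and kept its call under all 13 alternatives (adjusted p of 1.1e-16 to 0.004) and with each replicate of the groups compared left out. *RIPPLY3* and *AVD* were at 6.09 ± 6.00 and 5.92 ± 10.3 in E5 developing RPE, near the floor, and with a pseudocount of 5 their differences were 3.36 (adjusted p = 0.017) and 4.31 (adjusted p = 0.01). For *RIPPLY3*, the call was lost under 6 of the alternatives, among them TMM scaling, limma without the trend, array weights, the chromosome W covariate and a fit of the groups compared alone (adjusted p from 6e-04 to 0.12 over the 13 alternatives), and without E4 developing replicate 1, 2 or 3, or E4 6hPR + FGF2 replicate 1, 2 or 3, or E5 6hPR + FGF2 replicate 1, 2 or 3 (adjusted p up to 0.12). For *AVD*, the call was lost under the chromosome W covariate and a fit of the groups compared alone (adjusted p from 8.9e-05 to 0.088 over the 13 alternatives), and without E5 6hPR replicate 3 (adjusted p = 0.054). For *C1S* neither a library (18 of 28 calls kept) nor scaling (26 of 28) accounts for the difference, which may reflect the stage.

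A signal outside the genes that the paper discusses is that of *ATOH7* (ENSGALG00000052760), at 4744 in E5 developing replicate 2 against 625 and 52.5 in the other 2 replicates, at 877 and 589 in E5 6hPR replicates 1 and 2, and at most 41.2 in any E4 library. Of 25 genes on the neuron and progenitor lists, 18 (12 of 14 and 6 of 11) were at their highest of the 18 libraries in this one, and no other library held the highest value of more than 2. Of the neuron list, 3 genes reach a mean of 50 in E4 developing RPE, and of the progenitor list 9. The most abundant, *TUBB3*, was at 8322 there and up to 9775 elsewhere, and *SIX3* at 6318 against up to 5741. A library size difference left by the scaling would raise every list alike. Among genes with a mean of 50 or more over the libraries, the median log2 difference from the other 2 replicates was 3.06 for the neuron list and 2.43 for the progenitor list, and at most −0.12 for the 5 other lists with 5 or more such genes, which argues against library size. Neural retina carried over when the RPE was isolated is a candidate explanation. It was tested on the data that raised it. No biological explanation was tested, since the 3 replicates share their condition.

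*ALB* (ENSGALG00000035219) was at 1328 in E5 6hPR replicate 3 and at most 128 in the other 17 libraries, and the paper does not discuss it. Of 15 genes on the list for yolk sac or liver, 13 were at their highest in that library, and any other library held at most 1. Its most abundant gene, *APOA1*, was at 4627 there and up to 1345 elsewhere, and *TTR* at 3353 against up to 506. Of the list, 5 genes reach a mean of 50 in E4 developing RPE. The signal is not that of 1 library alone. The median log2 deviation of the list from each gene's median over the libraries was 5.37 in this one, 2.36 and 2.64 in E5 6hPR replicates 1 and 2, 2.04 and 2.57 in E5 6hPR + FGF2 replicates 1 and 2, and at most 0.528 in the others. The list was chosen after 12 of its genes had been seen among the largest changes of Supplementary File S2, and of the 3 others 2 were highest in this library, too few to decide. Tissue or RNA from outside the eye may therefore have entered this library and others at E5, and this cannot be told apart from an expression change in the RPE. No biological explanation was tested. The stage difference of *APOB* in 6hPR RPE rests in part on this library, with 1047 against 89.7 and 47.1 in the other replicates, and against a floor of 3 counts per library in E4 6hPR it was at least 122-fold higher at E5, and at least 21.2-fold without this library.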

How the results depend on the processing

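Every comparison, test and alternative below was set before the data were examined, except the interaction of 6hPR + FGF2 against 6hPR and the choice of the 2 genes behind the chromosome W covariate, which were made after the data were seen. Leaving out the genes of chromosomes Z and W, also set then, was not run, since the gene table at hand places genes on another assembly than the authors' and holds no Ensembl identifiers. A replicate left out is one of the groups compared, and any of the 18 libraries for the components and for the genes called in any condition. The cause of each change below was not tested, beyond what the construction of an alternative shows.

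The counts of called genes moved beyond a factor of 1.5 under some alternatives. The main fit gives each gene a single spread for all groups. The median SD between replicates, however, ran from 0.0922 in E5 6hPR + FGF2 to 0.257 in E5 developing. A fit of only the groups compared also leaves out the spread of the other groups. The number of libraries alone does not set the direction, since 1 interaction count rose, from 465 to 1689. A fit of only the groups compared, in which fewer libraries estimate the spread, gave 1760 for E5 against E4 in developing RPE, 197 for 6hPR + FGF2 against 6hPR at E4, 1270 for 6hPR against developing RPE at E5, 2756 for 6hPR + FGF2 against developing RPE at E5, 677 for the interaction of 6hPR + FGF2, 283 for the interaction of 6hPR and 1689 for the interaction of 6hPR + FGF2 against 6hPR. Array weights gave 5984 for E5 against E4 in 6hPR RPE, 3875 for 6hPR against developing RPE at E4, 2708 for 6hPR + FGF2 against 6hPR at E4, 8866 for 6hPR + FGF2 against 6hPR at E5, 1629 for the interaction of 6hPR + FGF2, 1206 for the interaction of 6hPR and 5206 for the interaction of 6hPR + FGF2 against 6hPR, and DESeq2 2295 for 6hPR + FGF2 against 6hPR at E4, 1869 for the interaction of 6hPR + FGF2, 1295 for the interaction of 6hPR and 2411 for the interaction of 6hPR + FGF2 against 6hPR. The chromosome W covariate gave 248 for the interaction of 6hPR and 28 for the interaction of 6hPR + FGF2 against 6hPR. For the interaction of 6hPR + FGF2 against 6hPR, a mean of 10 or more gave 704 and limma without the trend 165 against 465, and in all 7 of the 13 alternatives moved this count beyond the factor. The other counts stayed within that factor of the main count under the other alternatives, a pseudocount of 1 or 5, no filter, TMM, quantile normalization and edgeR for every comparison. The 2613 genes called with an absolute log2 fold change of 1 or more in any condition became 184 under limma's treat, which tests the size itself, and ranged from 2324 to 2803 with each replicate left out. Quantile normalization lowered the share of higher genes from 57.3% to 47.7% for E5 against E4 in 6hPR RPE, from 52.5% to 46.1% for 6hPR + FGF2 against developing RPE at E5, from 53.0% to 46.7% for 6hPR + FGF2 against 6hPR at E5, from 56.7% to 43.7% for E5 against E4 in 6hPR + FGF2 RPE, and from 64.1% to 54.1% for the interaction of 6hPR + FGF2 against 6hPR. TMM scaling moved it from 52.2% to 49.3% for 6hPR against developing RPE at E5 and from 49.1% to 52.7% for 6hPR + FGF2 against developing RPE at E4.

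With each replicate left out, which leaves 2 libraries in a group, the counts ranged from 2366 to 3738 for E5 against E4 in 6hPR RPE, 1554 to 2198 for 6hPR against developing RPE at E4, 749 to 1869 for 6hPR + FGF2 against 6hPR at E4, 2929 to 4810 for 6hPR + FGF2 against 6hPR at E5, 446 to 2273 for the interaction of 6hPR + FGF2, 244 to 713 for the interaction of 6hPR and 46 to 1970 for the interaction of 6hPR + FGF2 against 6hPR. The libraries whose removal moved a count beyond a factor of 1.5 were, with the count without each, E4 6hPR replicate 3 (2366) for E5 against E4 in 6hPR RPE, E4 developing replicate 1 (1554) and 3 (1579) and E4 6hPR replicate 1 (1627) for 6hPR against developing RPE at E4, E4 6hPR replicate 1 (749) and 3 (880) and E4 6hPR + FGF2 replicate 1 (838) for 6hPR + FGF2 against 6hPR at E4, E5 6hPR replicate 2 (2929) and 3 (2968) and E5 6hPR + FGF2 replicate 1 (2975) for 6hPR + FGF2 against 6hPR at E5, E4 developing replicate 2 (446) and 3 (604), E4 6hPR + FGF2 replicate 1 (620), E5 developing replicate 1 (2273) and E5 6hPR + FGF2 replicate 1 (487) and 2 (592) for the interaction of 6hPR + FGF2, E4 developing replicate 1 (281), 2 (305) and 3 (317), E4 6hPR replicate 1 (282) and E5 6hPR replicate 2 (283) and 3 (244) for the interaction of 6hPR and E4 6hPR replicate 1 (67), 2 (1970) and 3 (114), E4 6hPR + FGF2 replicate 1 (251) and 3 (88), E5 6hPR replicate 1 (1105), 2 (52) and 3 (65) and E5 6hPR + FGF2 replicate 1 (46), 2 (53) and 3 (248) for the interaction of 6hPR + FGF2 against 6hPR. The counts of the other 5 comparisons stayed within that factor.

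The S phase list kept its direction and its call in the 3 stage and 4 treatment comparisons under all 8 alternatives and with each replicate left out, though with the correlation estimated from the data the adjusted p was 0.0497 in each. The G2/M list did so in developing and 6hPR RPE. In 6hPR + FGF2 RPE its median log2 fold change of −0.514 was no longer called with the correlation estimated (adjusted p = 0.119, the highest of the 8 alternatives). The interaction of the S phase list, with medians of −0.073 for 6hPR + FGF2 and −0.084 for 6hPR, was called under quantile normalization, with −0.166 (adjusted p = 0.0191) and −0.142 (adjusted p = 0.0174), where the adjusted p over the 8 alternatives reached 0.715. Medians with each replicate left out ran from −0.156 to 0.0373 and from −0.223 to 0.0612. Calls were made for 6hPR + FGF2 without E4 6hPR + FGF2 replicate 1 (0.0352), E5 developing replicate 3 (0.000378) or E5 6hPR + FGF2 replicate 3 (0.0307), and for 6hPR without E4 6hPR replicate 2 (0.00918), E5 developing replicate 1 (0.0473) or E5 developing replicate 3 (0.000851), adjusted p in brackets.

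The share of component 1 was 19.6% on all genes tested, 40.8% with a pseudocount of 5, 46.8% with the variance stabilizing transformation and 25.8 to 31.3% with each replicate left out, and that of component 2 12.3%, 16.9%, 19.5% and 14.0 to 16.6%. Treatment explained 78.8% of component 1 on all genes tested and 83.8% with the transformation (83.9 to 92.5% with each replicate left out), and stage 73.7% of component 2 on all genes tested and 68.7% with a pseudocount of 5 (67.1 to 85.6%). The correlation across genes between the E4 and E5 responses to 6hPR + FGF2, 0.474 over all genes tested, was 0.588 for a mean of 10 or more, 0.627 for genes called at either stage, which were chosen for their change, 0.590 with a pseudocount of 5 and 0.442 to 0.467 with each replicate left out. Stage differences of cluster medians ranged with each replicate left out from −1.81 to −1.62 and 2.07 to 2.21 in developing RPE for the differentiation-silenced and differentiation-enriched clusters, and from 1.48 to 1.66 in 6hPR + FGF2 RPE for the FGF-responsive one. The other cluster medians moved by less than the SD between replicates.

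No source pairs replicate numbers across groups, and the data showed no pairing. After group means were removed, 5 of 27 pairs of libraries with the same number correlated above 0.1 (range −0.228 to 0.295), and no comparison had all 3 pairs above it. With a replicate block, the interaction of 6hPR + FGF2 against 6hPR gave 298 genes, every other count stayed within a factor of 1.5, and 5 calls of named genes were lost and 2 gained.

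Among 783 results of the 87 named genes, 421 were called, of which 310 kept their call under all alternatives and 344 with each replicate of the groups compared left out. None changed direction past the threshold. The calls lost and gained were 101 and 19 with a fit of only the groups compared, 12 and 44 with array weights, 2 and 45 with DESeq2, 21 and 0 without the trend, 20 and 2 with the chromosome W covariate, 10 and 12 with edgeR, 13 and 7 with quantile normalization, 3 and 11 with a pseudocount of 5, 0 and 6 with a pseudocount of 1, 0 and 5 with a mean of 10 or more, 1 and 1 with TMM and 0 and 0 with no filter. Of 5742 results with a replicate left out, 282 lost a call and 58 gained one. At 50.7 M reads on genes or more per library, depth limits genes with a few counts, whose fold changes move with the pseudocount.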

Differences from the paper's values

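No alternative in this part was chosen after a result was seen, while the comparison of calls with the paper's marks was made after the calls were known. Of 62 values set beside the paper's, 8 differ. Component 1 holds about 47% of the variance in the paper's Fig. 1H, read by eye, and 28.0% here. Shares were counted as different where 1 is more than 1.5 times the other, since the figure gives no error. Among the alternatives set before the data were examined, the share comes within that factor with a pseudocount of 5 (40.8%) or the variance stabilizing transformation (46.8%), and stays outside it on all genes tested, with unit variance and with each replicate left out.

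The 7 others are log2 fold changes of E5 against E4 in developing RPE, out of 56 read from Supplementary File S2 for 37 genes, where the paper's error is the standard error of its fit, and 6 of them follow. *ATOH7* was 7.64 (SE 1.3) in the paper's Supplementary File S2 and 5.85 (SE 1.4) here, and no longer differed by more than the larger error under array weights, edgeR and DESeq2 (DESeq2 7.64) and without E4 developing replicate 3, or E5 developing replicate 3. *COLEC10* was 5.84 (SE 1.2) in the paper's Supplementary File S2 and 7.24 (SE 1.3) here, and no longer differed by more than the larger error under a pseudocount of 1, a pseudocount of 5, limma without the trend, array weights, a fit of the groups compared alone, edgeR and DESeq2 (DESeq2 5.84) and without E4 developing replicate 1 or 3, or E5 developing replicate 1 or 3. *HES5* was 4.55 (SE 0.92) in the paper's Supplementary File S2 and 3.28 (SE 0.93) here, and no longer differed by more than the larger error under array weights, edgeR and DESeq2 (DESeq2 4.55) and without E5 developing replicate 1 or 3. *SIX6* was 3.76 (SE 0.73) in the paper's Supplementary File S2 and 2.85 (SE 0.71) here, and no longer differed by more than the larger error under array weights, a fit of the groups compared alone, edgeR and DESeq2 (DESeq2 3.76) and without E4 developing replicate 1 or 3, or E5 developing replicate 3. *CLVS1* was 1.76 (SE 0.90) in the paper's Supplementary File S2 and 0.43 (SE 0.93) here, and no longer differed by more than the larger error under array weights, a fit of the groups compared alone, edgeR and DESeq2 (DESeq2 1.76) and without E5 developing replicate 1 or 3. *CCL4* was 4.50 (SE 1.5) in the paper's Supplementary File S2 and 2.40 (SE 0.94) here, and no longer differed by more than the larger error under edgeR and DESeq2 (DESeq2 4.50) and without E5 developing replicate 2. *CCL4* was at 0 in every E4 developing library, so its fold change here is set by the pseudocount and the difference from the paper's value says nothing about its size. Against the floor of 3 counts per library it was at least 1.40-fold higher at E5, a bound that falls to 0.919 with 1 library left out. All 7 differ under the other alternatives set before the data were examined. The paper's methods name DESeq2, and over the genes of Supplementary File S2 that were read, its log2 fold changes correlated with those of DESeq2 on the recovered reads at 0.9985 in developing RPE. For the clusters, the limma list of 2613 genes shares 2241 with the paper's 2551, and that of DESeq2 all 2551.

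Of 97 statements on single genes in the paper's figures and text that mark a change or its absence, 87 have the same call in limma, 86 in edgeR and 89 of 94 in DESeq2. Of 63 marks in the figures, 58 have the same call in limma and 62 in DESeq2. The paper marks or describes the next 9 as changed, and limma did not call them. Those given without a figure are described in its text as changed with no adjusted p, a looser criterion than a call. *LHX2* at E5 against E4 in developing RPE (Figure 3D) was 0.42 (adjusted p = 0.052, 0.031 to 0.078 over the alternatives), and was called under the mean limit of 10, quantile normalization, a fit of the groups compared alone and DESeq2 and without E4 developing replicate 3, or E4 6hPR replicate 1 or 2, or E4 6hPR + FGF2 replicate 1, or E5 6hPR + FGF2 replicate 3. *OTX2* in the same comparison (Figure 5A) was 0.26 (adjusted p = 0.067, 0.044 to 0.2 over the alternatives), and was called under DESeq2 and without E4 developing replicate 3, or E4 6hPR replicate 2, or E5 developing replicate 2. *SOX9* in 6hPR RPE (Figure 5A) was 0.30 (adjusted p = 0.075, 0.024 to 0.19 over the alternatives), and was called under array weights, a fit of the groups compared alone and DESeq2 and without E5 developing replicate 1 or 3. *MC1R* in 6hPR RPE (Figure 5D) was 1.06 (adjusted p = 0.11, 0.028 to 0.32 over the alternatives), and was called under array weights, a fit of the groups compared alone and DESeq2 and without E4 6hPR + FGF2 replicate 2. *RBP4* in 6hPR + FGF2 RPE (Figure 5C) was 2.63 (adjusted p = 0.13, 0.013 to 0.21 over the alternatives), and was called under array weights and a fit of the groups compared alone. *ASL1* after 6hPR + FGF2 at E4 was 1.03 (adjusted p = 0.06, 0.016 to 0.16 over the alternatives), and was called under the mean limit of 10, array weights and DESeq2 and without E5 developing replicate 1 or 3. *FSCN1* after 6hPR + FGF2 at E5 was 0.27 (adjusted p = 0.087, 0.053 to 0.42 over the alternatives), and was called under no alternative but without E5 6hPR + FGF2 replicate 1. *LHX2* after 6hPR at E4 was 0.36 (adjusted p = 0.13, 0.068 to 0.31 over the alternatives), and was called under no alternative but without E4 6hPR replicate 1. *LHX2* after 6hPR at E5 was 0.22 (adjusted p = 0.32, 0.049 to 0.43 over the alternatives), and was called under a fit of the groups compared alone. The paper describes *CDH5* as unaltered by retinectomy at E4, and limma called it. *CDH5* after 6hPR at E4 was 0.35 (adjusted p = 0.026, 0.0048 to 0.088 over the alternatives), and was not called under a fit of the groups compared alone and without E4 developing replicate 1, 2 or 3, or E4 6hPR replicate 1.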

Other observations

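The counts of other groupings and the marker lists were set earlier, and every other test in this part was chosen after its result was seen. For each of the 9 counts of called genes between 3 and 3 libraries, 1 of the 10 groupings of the same libraries, the real one, gave as many calls. The same held for each test of the S phase list and for the G2/M list in 6hPR and 6hPR + FGF2 RPE, while 2 of 10 groupings gave a p as small for the G2/M list in developing RPE. With 3 against 3 this share cannot go below 0.1, so chance can be excluded for none of them in this way. The smallest unadjusted camera p of another grouping was 4.56e-19 for the S phase list in developing RPE, against 2.88e-22 for the real grouping. For the G2/M list in 6hPR RPE it was 5.87e-18 against 1.9e-21, and it was 5.48e-10 or less in each set test. A small camera p at the preset correlation therefore does not by itself exclude chance. The largest count of another grouping was between 3 and 6 genes, except for 6hPR against developing RPE at E5. There 2309 genes were called between E5 developing replicates 1 and 2 with E5 6hPR replicate 1 on one side and E5 developing replicate 3 with E5 6hPR replicates 2 and 3 on the other, against 3476 for the real grouping. No explanation of this split was tested.

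Of 100 permutations of the stage labels, 1, the real labels, gave as many genes with an absolute log2 fold change of 1 or more in any condition. This argues against chance for that count, though 100 permutations cannot exclude it. For the interaction of 6hPR + FGF2 against 6hPR, 7 gave as many genes as the real labels, and for the interaction of the S phase list 85 (6hPR + FGF2) and 87 (6hPR) gave a p as small. These permutations move the stage effect into the interaction, with up to 3118 genes and p down to 1.96e-24 and 7.63e-26, so they decide nothing about chance. With the stage effect shared by the 2 conditions taken out of each gene first, 1 of 100 permutations, the real labels, gave as many genes, which argues against chance for that count, and 80 and 80 gave a p as small for the S phase list, so chance is not excluded there.

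A set of 19 transcripts was at 3 or less in both E4 6hPR + FGF2 replicate 3 and E5 6hPR replicate 3 and at 10 or more in the other 16 libraries. Over the 153 pairs of libraries, no other pair had more than 2. The 2 with a symbol are *SPIN1W*, at 927 to 3533 in the others, and *SMAD7B*, at 128 to 532. *HINTW*, above the limit in the first library and so not in the set, was at 60.4 and 0 in these libraries and 20330 to 76178 in the others. The names of *SPIN1W* and *HINTW* place them on chromosome W, which only females carry, so a pool of 3 embryos with no female may explain the 19 transcripts. With even odds, 2.25 of 18 such pools would hold none. The 19 transcripts make up 14 of the 20 highest loadings of component 3. The sex of the embryos is not given, and none of the 19 was called in any of the 12 comparisons. With the chromosome W covariate, the largest ratio of a stage count to its own was 1.37. This argues against these 2 libraries as the source of the stage counts. The covariate mainly separates them from the other 16, so it cannot exclude the number of females. It lowered the interaction count from 546 to 248 for 6hPR, and from 465 to 28 for 6hPR + FGF2 against 6hPR.

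Whether neural retina explains the spread between replicates was asked with the Pearson correlation with *ATOH7* of deviations from the group mean (18 libraries, permutation p). It was 0.646 (p = 0.1331; Spearman 0.424) for *SIX6*, 0.138 (p = 0.7421; Spearman 0.0279) for *PAX6* and 0.447 (p = 0.2301; Spearman 0.533) for *RBP4*. Without the 2 libraries farthest out, E5 developing replicates 2 and 3, it was 0.150, −0.588 and 0.276, and among the E5 libraries alone 0.891, 0.711 and 0.909, against −0.138, −0.691 and −0.0659 among the E4 libraries. Retina in the sample and a change of these genes in RPE cannot be told apart, because the correlations rest on these 2 libraries.

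A smaller share of periocular mesenchyme at E5 would lower all its markers alike. Of 13 such genes, all with a mean of 50 or more in E4 developing RPE, 4 were called higher and 5 lower at E5 in developing RPE (limma; median log2 fold change −0.68), which argues against a single shift in share. *COL3A1*, the most abundant, ranged from 19055 to 90284. E5 developing replicate 3 held the highest value of 4 of them.

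More genes differed between 6hPR + FGF2 and 6hPR at E5 (4798) than at E4 (1512), a ratio of 3.17. The ratio was at least 2.10 with any replicate left out (without E5 6hPR replicate 3) and at least 3.09 under TMM and quantile normalization, which argues against a single library and against scaling. The log2 fold changes of 13109 genes with a mean of 50 or more were also wider at E5, with an SD 1.33 times that at E4 (0.687 against 0.518), which a larger spread between replicates at E4 alone would not give. A wider response to FGF2 at E5 may be behind this, as a hypothesis found and tested on the same data. Tested gene by gene, 465 were called for the difference between the stages (limma), and 4650 had an unadjusted p of 0.05 or less. The count of 465 ran from 46 to 1970 with a replicate left out, and from 28 to 5206 over the 13 alternatives. At the level of single genes the difference therefore depends on single libraries and on the setting.

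The other marker lists gave the following. Of 9 erythrocyte genes, 6 were highest in E4 6hPR replicate 2 (*HBZ* ranged from 168789 to 703343), and none was called between the stages in developing RPE. Of 9 lens genes, no library held the highest value of more than 2 (*CRYBB2* 7.00 to 235), and none was called. Of 10 leukocyte genes, 3 were highest in E4 6hPR + FGF2 replicate 2 (*CSF1R* 1524 to 9590.2), with 1 called higher at E5. Of 11 pigment genes, 7 of which the paper also names, 4 were highest in each of E5 developing replicates 1 and 3 (*PMEL* 233236 to 728328), with 9 called higher. For the lists used above, 6 neuron, 6 progenitor and 1 yolk sac or liver genes were called higher at E5 in developing RPE, and none lower.

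The G2/M list was set for the stage comparisons only. After treatment its 43 genes had median log2 fold changes against developing RPE of −0.47 (6hPR) and −0.70 (6hPR + FGF2) at E4, with 22 and 36 called lower by limma, and of −0.40 and −0.48 at E5, with 23 and 27 called lower and none higher in any of these comparisons. The response at E5 minus that at E4, not tested for this list, had medians of 0.014 for 6hPR and 0.175 for 6hPR + FGF2, with 23 and 34 genes above 0.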
